# YTHDF2 Regulates Maternal Transcriptome Degradation and Embryo Development in Goat

**DOI:** 10.3389/fcell.2020.580367

**Published:** 2020-09-29

**Authors:** Mingtian Deng, BaoBao Chen, Zifei Liu, Yu Cai, Yongjie Wan, Guomin Zhang, Yixuan Fan, Yanli Zhang, Feng Wang

**Keywords:** embryogenesis, maternal-to-zygotic transition, N6-methyladenosine, YTHDF2, maternal mRNA decay, zygotic genome activation

## Abstract

Maternal mRNA clearance is critical for the early embryo development, which is under the tight control of RNA N6-methyladenosine (m^6^A). However, little information is known regarding the maternal mRNA clearance and mechanisms behind it in farm animals. In the present study, 3362 differentially expressed genes (DEGs) were found during the maternal-to-zygotic transition (MZT) and determined as maternal mRNAs in goat. Of which, 1961 was decreased at the 4-cell stage embryos, while 1401 was trigged down-regulation at the 8-cell stage embryos, which were termed as maternally encoded mRNA decay genes and zygotic genome activation (ZGA)-dependent maternal mRNAs, respectively. The expression of m^6^A reader YTHDF2 was increased during goat ZGA, and knockdown of YTHDF2 resulted in decreased blastocyst rate. In the 8-cell stage YTHDF2 knockdown embryos, the M-decay and Z-decay maternal mRNA clearance were impaired. Specifically, the expression of deadenylase (*CNOT1* and *CNOT11*) and decapping enzymes (*DCP1A* and *DCP2*) was decreased. In conclusion, we ascertained maternal mRNAs and inferred that maternal mRNA clearance is also ZGA-dependent in goat. We reported that YTHDF2 is vital for goat early embryogenesis as it advances maternal mRNA clearance, which might through the recruitment of deadenylases and mRNA decapping enzymes. This work will be of great value for understanding the stochastic reprogramming events during MZT and achieving better development of goat embryos *in vitro*.

## Introduction

The early stages of embryogenesis in mammals takes place from the fertilization, during which, the majority of maternal mRNAs undergo rapid degradation and developmental control is handed from maternally provided gene products to those synthesized from the zygotic genome through a process known as maternal-to-zygotic transition (MZT). During MZT, most of the maternal mRNAs were eliminated, but ∼10% genes of the genome sustain expression, which are also essential for early embryo development. For example, knockout of methyltransferase like 3 (METTL3), lysine-specific demethylase 5B (KDM5B), and lysine-specific demethylase 1A (LSD1) causes developmental arrest at the zygotic genome activation (ZGA) stage in mice (Ancelin et al., 2016; Dahl et al., 2016) and zebrafish (Xia et al., 2018). These and subsequent studies demonstrated that maternal gene products are essential for embryogenesis (Ancelin et al., 2016; Dahl et al., 2016; Xia et al., 2018; McDaniel et al., 2019).

One of the other processes of MZT is ZGA. It has been well documented that ZGA mainly begins at the 2-cell stage in mice, and at the 4- to 8-cell stage in human, pig, bovine, and goat (Tadros and Lipshitz, 2009; Palfy et al., 2017; Deng et al., 2018). Developmental arrest was often observed during ZGA in embryos cultured *in vitro*, and increasing studies revealed that block of ZGA causes improper gene expression and embryonic lethality (Lee et al., 2014; Abe et al., 2018), suggesting that the onset of ZGA is pivotal for the early embryo development.

RNA N6-methyladenosine (m^6^A) is critical for translation efficiency, alternative splicing, and mRNA stability (Yue et al., 2015). The m^6^A is instructed through recruit or displace defined RNA-binding proteins, such as IGF2BP proteins, the translation initiation factor eIF3 complex, and the HNRNP family members (Yue et al., 2015). In addition, m^6^A functions by direct recognition of YT521-B Homology (YTH) domain-containing proteins (Liao et al., 2018). Five YTH domain-containing proteins, YTHDC1, 2 and YTHDF1, 2, 3, were reported. YTHDC1 localizes to the nucleus, while YTHDC2, YTHDF1, YTHDF2, and YTHDF3 are expressed in the cytoplasm (Zhang et al., 2020). It was reported that YTHDC1 deficiency causes massive alternative splicing defects in mouse oocytes (Kasowitz et al., 2018), whereas YTHDC2 is required for spermatogenesis and oogenesis in mice (Hsu et al., 2017). Specifically, YTHDF2 is essential for the early zebrafish embryonic development and mouse oocyte competence (Ivanova et al., 2017; Zhao et al., 2017). Therefore, m^6^A plays important roles during early embryo development.

Recognition of m^6^A mRNA by YTHDF2 within the GACU/A consensus is associated with mRNA destabilization and degradation (Du et al., 2016), suggesting that maternal mRNA clearance is also under the tight control of m^6^A. Indeed, an increasing number of studies demonstrated that knockout of IGF2BP2 (Liu et al., 2019), YTHDC2 (Hsu et al., 2017), and YTHDF2 (Zhao et al., 2017) impaired maternal mRNA elimination. Moreover, zygotic transcription is first detected at the late 1-cell stage, whereas the majority of maternal mRNAs are removed by the 2-cell stage in mice (Sha et al., 2019a; Vastenhouw et al., 2019), suggesting that there is a complex crosstalk of maternal and zygotic products in regulating MZT, thus ensuring timely transfer of developmental control (Sha et al., 2019b).

Goat has been specifically an interesting subject due to its high value in biopharmaceutical and agricultural economy. However, goat embryo development is low and little information is known regarding the maternal mRNA clearance and mechanisms behind it during embryogenesis. In the present study, we determined 3362 differentially expressed genes (DEGs) as goat maternal mRNAs using RNA-seq. We further reported that knockdown of *YTHDF2* led to decreased blastocyst rate and impaired the maternal mRNAs clearance by downregulation of decapping enzymes *DCP1A* and *DCP2*, and the deadenylase *CNOT1* and *CNOT11*.

## Materials and Methods

### *In vitro* Maturation

Ovaries were collected from a local slaughterhouse, and *in vitro* maturation (IVM) was performed as previously described (Deng et al., 2019). Briefly, ovarian follicles 2–6 mm in diameter were punctured using a blade. The follicular fluid was flushed into a 60-mm petri dish using DPBS plus 1% fetal bovine serum (FBS). Then cumulus-oocyte complexes (COCs) with more than two layers of compact cumulus cells and a dense, homogeneous cytoplasm were rapidly selected under a stereomicroscope and washed five times with IVM medium (TCM-199 supplemented with 10% FBS, 1% FSH, 1% LH and 0.2% oestradiol). Subsequently, 15 of the COCs were cultured in a 60-μL droplet of IVM medium at 38.5°C, 5% CO_2_, 95% air, and saturated humidity for 20–22 h. Matured oocytes were then repeatedly pipetted with 0.3% hyaluronidase to remove the surrounding cumulus cells, and those with clear perivitelline spaces, intact cell membranes and extruded first polar bodies were selected for *in vitro* fertilization (IVF).

### *In vitro* Fertilization

*In vitro* fertilization was performed as previously described (Deng et al., 2020). Briefly, 20 of IVM COCs were transferred to a 75-μL droplet of BO-IVF medium (IVF Bioscience, Falmouth, United Kingdom) with mineral oil covering the surface, and freshly collected sperm was diluted and suspended to 2 to 9 × 10^6^ spermatozoa/mL. Then, 50 μL of the sperm suspension was added to the droplets and further cultured for 16 h at 38.5°C with 5% CO_2_, 5% O_2_, 90% N_2_, and saturated humidity. The remaining spermatozoa and cumulus cells were dispersed by gentle blowing with a pipette, and zygotes were transferred into a 75-μL droplet of BO-IVC medium (IVF Bioscience) supplemented with 10% FBS.

### Embryo Culture

Embryos were washed three times with BO-IVC medium supplemented with 10% FBS and cultured in groups of 20–25 in 75-μL droplet of BO-IVC medium supplemented with 10% FBS at 38.5°C with 5% CO_2_, 5% O_2_, 90% N_2_, and 100% humidity. They were collected at 72 h post-IVF to obtain embryos for gene expression analysis and RNA-seq.

### Knockdown of *YTHDF2*

Small interfering RNAs (siRNAs) against *YTHDF2* were formulated using the BLOCK-iT RNAi designer tool (refer to Supplementary Table S1) and synthesized at GenePharma (Shanghai, China). In general, 5–10 pL of 20 μM siRNAs targeted *YTHDF2* were microinjected into the cytoplasm of zygotes at 8 h after IVF. The MISSION siRNA universal negative control was served as a negative control (NC) for knockdown experiments. These microinjected zygotes were cultured in BO-IVC medium supplemented with 10% FBS at 38.5°C, 5% CO_2_, 5% O_2_, 90% N_2_, and 100% humidity. Development status was determined at 72 and 168 h after microinjection.

### Gene Expression Analysis

Complementary DNA (cDNA) from pooled embryos (*n* = 5) was synthesized using cellAmp whole transcriptome amplification kit (Takara, Dalian, China) following the manufacturer’s instruction. Briefly, embryos were directly lysed and used as a temple to synthesize the first-strand of cDNA, and poly(dA) tail was added using TdT enzyme mix and dATP at 37°C for 15 min. Afterward, second-strand cDNA was synthesized using dNTP mix and Ex Taq Hot Start, and the cDNA was amplified using Ex Taq Hot Start. Quantitative PCR (qPCR) was performed on an ABI 7300 Real-Time PCR System. All qPCR reactions were performed in triplicate, as described previously (Deng et al., 2018). Relative mRNA expression was normalized to *Gapdh* and calculated using the 2^–Δ^ ^Δ^ ^*Ct*^ method. Primers used in qPCR are shown in Supplementary Table S2. Moreover, the RNA-seq data of bovine and human embryos were downloaded from GEO: GSE59186 and GSE36552, respectively. The expression of *YTHDF2* in bovine and human was analyzed.

### RNA Library Construction and Sequencing

Embryos were directly lysed and used for cDNA synthesis using the Smart-seq2 method (Picelli et al., 2014). To profile RNA expression in 8-cell stage *YTHDF2* knockdown embryos and controls, 15 of each were pooled and directly lysed. Two replications were performed. cDNA was fragmented by dsDNA fragmentase (NEB, M0348S) by incubating at 37°C for 30 min, and size selection was performed with provided sample purification beads, then the fragmented cDNA at the size of 150–300 bp was used for library construction. And then, the paired-end sequencing was performed on an Illumina NovaSeq 6000 platform (LC Sciences, United States) following the vendor’s recommended protocol.

### Read Alignment and Differential Expression Analysis

RNA-seq data of MII oocytes and 4- and 8-cell staged goat embryos were downloaded from our previous studies (Deng et al., 2018; Liu et al., 2020). The generated reads were aligned to goat genome ARS1 using HISAT2 (version 2.1.0) with default parameters. SAMtools (version 0.19) was used to sort and index reads, and only reads with a unique mapping location in the genome were retained for further analysis. Htseq was used to generated count data for each transcript, and the expression of genes was normalized with fragments per kilobase of exon model per million mapped fragments (FPKM). Differential expression analysis was performed using DESeq2 (version 3.11). Genes with log_2_ (fold change) > 1 or log_2_ (fold change) < −1 and with statistical significance (*p*-value < 0.05) were deemed as DEGs.

### GO and KEGG Analysis

Goat genes were transformed into homologous human genes by biomaRt R package (version 2.40.5). GO annotation and KEGG pathway enrichment analyses of upregulated and downregulated DEGs were conducted separately using clusterProfiler R package (version 3.12.0). GO and KEGG terms with an FDR adjust *p*-value < 0.05 were deemed statistically significant.

### Gene Set Enrichment Analysis

Gene Set Enrichment Analysis (GSEA) was performed using the GSEA software and additional resources within the software. Briefly, a tab-delimited file that contains DEGs was generated and used as expression dataset. The additional resources c2.cp.kegg.v7.1.symbols.gmt and c5.all.v7.1.symbols.gmt were selected as Gene sets database. Other parameters were used as default.

### Statistical Analysis

Statistical analysis of the gene expression was conducted by the Student’s *t*-test using SPSS software (version 24.0). Data are presented as mean ± SEM, and a *p*-value < 0.05 was considered as statistically significant.

## Results

### Identification of Maternal mRNAs During Goat MZT

Using RNA sequencing, we identified 2304 and 2403 DEGs in the 4- and 8-cell stage embryos compared to MII oocytes, respectively. 

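The comparison uses 9 libraries of untreated material, 3 of MII oocytes, 3 of 4-cell stage embryos and 3 of 8-cell stage embryos. An MII oocyte is a mature oocyte arrested in meiosis before fertilization. The paper takes these libraries from 2 previous studies and does not state the study of each library, so a difference between studies is not excluded when stages are compared. The authors counted uniquely mapped reads per gene and normalized each library to FPKM, and the deposited tables hold these FPKM values. The values of each gene step by whole fragments, which gave back the fragments behind them. The library totals were 34219300, 35256822 and 42495116 fragments for the MII replicates, 28750869, 26853876 and 28697850 for the 4-cell replicates, and 27145986, 27499371 and 30345379 for the 8-cell replicates. The genes listed in the MII table held 64.9 to 66.3% of the MII totals, while the genes listed in the 4- and 8-cell tables held 96.1 to 97.8% of theirs. Of the names in the embryo tables, 3667 are not listed in the MII table. Analysis was therefore limited to the 18159 genes listed for all 3 stages.
The 9090 genes with a mean of at least 1 FPKM were fitted with limma on log2(FPKM + 1), and called by the rule of the paper, an unadjusted p under 0.05 and a change of more than 2-fold. At the 4-cell stage 551 genes were decreased and 1518 increased against the MII oocytes, and at the 8-cell stage 740 and 1804. With the Benjamini-Hochberg adjusted p in the same rule, the counts were 463 and 1400 at the 4-cell stage, and 689 and 1682 at the 8-cell stage. The scaling of the libraries moved the balance of increases and decreases. As deposited, the median log2 fold change of all tested genes was 0.29 at the 4-cell and 0.37 at the 8-cell stage, so a log2 fold change against the MII oocytes includes this shift. Decreases were 26.6% of the calls at the 4-cell stage and 29.1% at the 8-cell stage. With the fragments on the shared genes as the library total, an alternative chosen after seeing the data, the medians were -0.15 and -0.07 and decreases were 67.5% and 60.4% of the calls. Median-ratio rescaling gave medians of 0.06 and 0.05, with 907 decreased and 934 increased genes at the 4-cell stage, and 1168 and 1128 at the 8-cell stage.

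**Figure D1:**
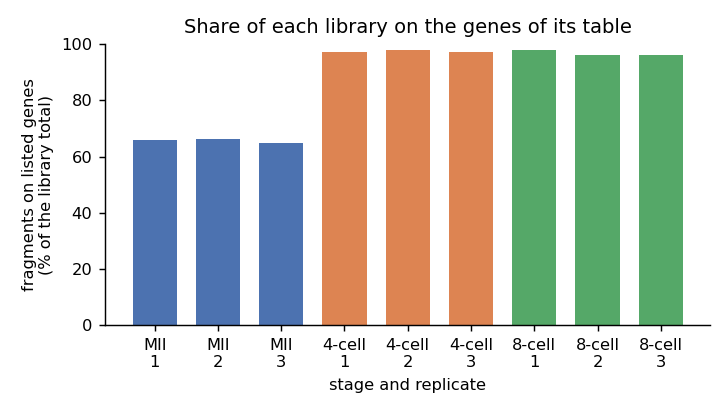
Percent of the total fragments of each untreated library that lie on the genes listed in its table. Each bar is 1 library.

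**Figure D2:**
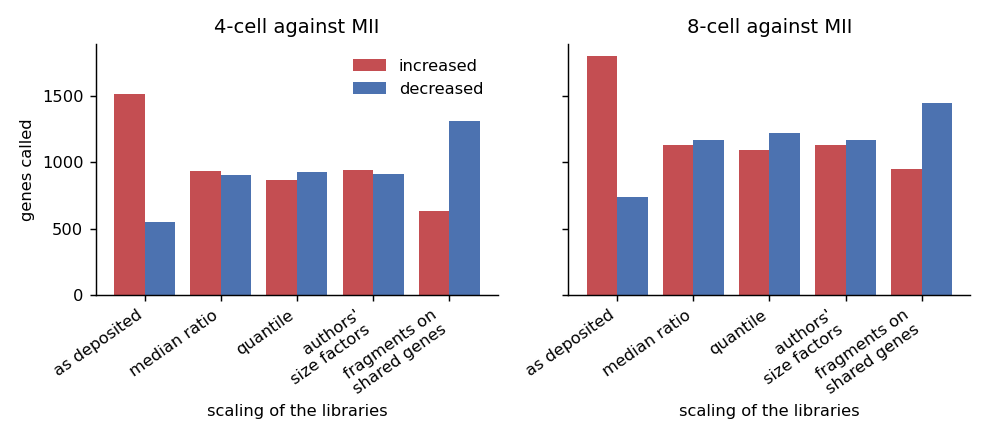
Genes increased and decreased against the MII oocytes at the 4- and 8-cell stages, under each scaling of the libraries. The last 2 scalings were chosen after seeing the data.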

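Of the decreased genes, 402 were decreased at both stages, 149 at the 4-cell stage alone and 338 at the 8-cell stage alone, which makes 889 genes decreased at either stage, called maternal mRNAs from here on. The same 3 MII libraries serve as the control of both comparisons, which by itself makes lists overlap. In 50 simulations of unchanged genes with shared controls, a mean of 16.1 and at most 28 genes were decreased at both stages. The simulated lists were shorter, with means of 72.3 and 71.7 genes, so these counts alone decide nothing. As a share, 23.2% of the smaller simulated list was decreased at both stages, against 73.0% of the 4-cell list here. The log2 fold changes of the stages correlated by 0.50 in the simulations and by 0.79 here. Among genes with a mean of at least 10 FPKM in these libraries, the furthest decreases at the 4-cell stage were those of *NDUFA6* (log2 fold change -3.51), *LSM7* (-3.04) and *IL9* (-3.00), and at the 8-cell stage those of *LSM7* (-4.88), *SQSTM1* (-4.25) and *NDUFA6* (-4.24). These 6 decreases all passed an adjusted p of 0.05. Median-ratio rescaling gave 653 genes decreased at both stages and 1422 at either stage.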

There are 1345 DEGs in both the 4- and 8-cell stage embryos (Figure 1A and Supplementary Table S3). 

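The median FPKM of the 889 maternal mRNAs in a library was 13.9 ± 2.59 (mean ± SD, *n* = 3) in the MII oocytes, 5.27 ± 0.257 in the 4-cell stage embryos and 4.05 ± 0.615 in the 8-cell stage embryos. On the scale of log10(FPKM + 0.1), the difference from the MII oocytes was -0.41 at the 4-cell stage and -0.53 at the 8-cell stage. Each gave an exact permutation p of 0.1, the smallest that 3 against 3 libraries can give. The list had been selected for its decrease in these libraries, so its level is not independent evidence. Over all 17918 genes above 0, the same difference was 0.032 at the 4-cell and 0.12 at the 8-cell stage (exact permutation p = 0.5 and 0.3). The mean FPKM of these genes was 15.9 ± 0.344 in the MII oocytes, 23.1 ± 1.19 in the 4-cell stage embryos and 21.3 ± 0.730 in the 8-cell stage embryos. It follows the share of the totals on the shared genes, and with the fragments on these genes as the library total, chosen after seeing the data, the means were 24.1, 23.9 and 22.3.

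**Figure D3:**
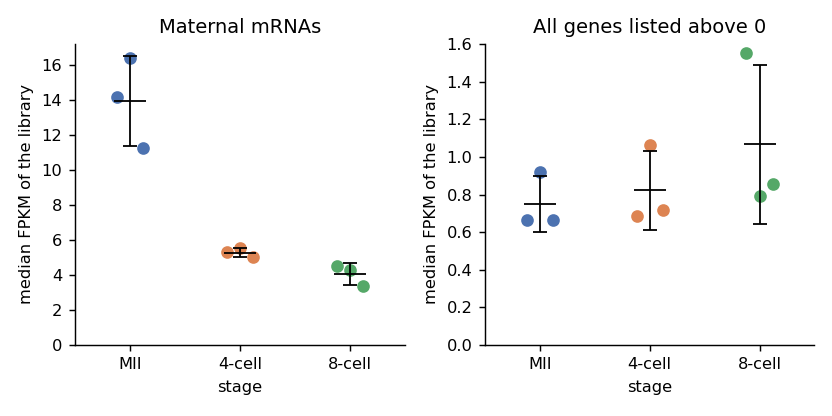
Median FPKM of the maternal mRNAs, and of all genes above 0, in each untreated library. Points are libraries, and lines give the mean ± SD of 3 libraries.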

The average FPKM in each sample in the 4- and 8-cell stage embryos was significantly decreased when compared to the samples of MII stage oocytes (Figure 1B). KEGG enrichment analysis revealed that the DEGs are enriched in ribosome, spliceosome, RNA transport, oocyte meiosis, cell cycle, basal transcription factors, and base excision repair (Figure 1C). 

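Direction was tested for 9 gene families with camera from limma, which ranks a family against all other tested genes. At the 4-cell stage, cytosolic ribosomal protein genes had a median log2 fold change of -0.56, with 24 of 79 genes above 0 (camera adjusted p = 3.1e-08). At the 8-cell stage the median was -0.75 (camera adjusted p = 1.5e-08). Genes of respiratory complex I moved by -0.47 and -0.95 (camera adjusted p = 8.4e-05 and 2.6e-07). The oocyte libraries set the size of these decreases. At the 4-cell stage the 2 medians were -0.24 and -0.057 without MII replicate 2, and -0.86 and -0.91 without MII replicate 3. At the 8-cell stage they were -0.45 and -0.62 without MII replicate 2, and complex I was at -1.57 without MII replicate 3. Both families are short, and after a length trend was removed from the fold changes their 8-cell medians were -0.39 and -0.74. Mitochondrial ribosomal protein and proteasome genes both had a median of 0.07 at the 8-cell stage, below that of all genes (camera adjusted p = 0.0088 each). After the length trend was removed neither passed 0.05, with medians of 0.019 and -0.18 (camera adjusted p = 0.60 and 0.061). With median-ratio rescaling the medians turned to -0.19 and -0.24. Splicing factors had medians of 0.35 and 0.08 (camera adjusted p = 0.76 and 0.068), the 8-cell value turning to -0.30. Nucleoporin and nuclear transport genes had medians of 0.22 and 0.38 (camera adjusted p = 0.96 and 0.83), the former turning to -0.043 with the same rescaling. Camera assumes a correlation of 0.01 between the genes of a family. With the correlation estimated from the libraries, or with the rotation test fry, none of these families passed an adjusted p of 0.05 over the 27 family tests. Before adjustment fry gave p under 0.05 both to a decrease, that of complex I at the 8-cell stage (0.023), and to increases. The lowest was that of lysosomal genes at the 8-cell stage (0.0019 before and 0.050 after adjustment), with a median of 0.81, 27 of 33 genes above 0 and a camera adjusted p of 0.097.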

GO enrichment analysis revealed the DEGs are enriched in RNA splicing, RNA catabolic process, and translational initiation (Figure 1D). 

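Translation initiation factors had a median log2 fold change of 0.27 at the 4-cell stage and 0.55 at the 8-cell stage, where 32 of 45 genes were above 0 (camera adjusted p = 0.83). With the fragments on the shared genes as the library total, these medians turned to -0.083 and -0.17. The 4-cell median was 0.46 without MII replicate 2 and 0.17 without 4-cell replicate 2, and the 8-cell median was 0.35 without 8-cell replicate 1 and 0.32 without 8-cell replicate 3.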

The expression profile of the DEGs was divided into two clusters as revealed by heatmap and series test of clusters. In cluster 1, the expression of 1961 DEGs was decreased both at the 4- and 8-cell stage embryos compared to the MII stage oocytes, and slightly increased at the 8-cell stage embryos when compared to the 4-cell stage embryos (Figures 1E,F). 

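The maternal mRNAs were divided by the sign of the change between the embryo stages. Genes no lower at the 8-cell than at the 4-cell stage numbered 288. Their median log2 fold change against the MII oocytes was -1.43 at the 4-cell stage and -1.03 at the 8-cell stage, and between the 4- and 8-cell stages it was 0.37. Division by *k*-means into 2 clusters instead put 506 genes in this cluster, among them all 288. The count ran from 96 to 758 over the alternatives tried, most of which also change the length of the maternal list.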

The 1961 DEGs were termed as maternally encoded mRNA decay genes (M-decay). In cluster 2, the expression of 1401 DEGs was decreased at the 4-cell stage embryos, and further decreased at the 8-cell stage embryos (Figures 1E,F). 

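Genes lower at the 8-cell than at the 4-cell stage numbered 601, with a median log2 fold change of -0.92 at the 4-cell stage and -1.56 at the 8-cell stage against the MII oocytes, and of -0.64 between the 2 embryo stages. Their number was 383 with *k*-means clusters and 934 with median-ratio rescaling. From this continued decrease over the stage at which the embryonic genome becomes active, the paper terms the cluster ZGA-dependent. Embryos with blocked transcription were not analysed here, and the division rests on the change between these stages alone.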

The 1401 DEGs were termed as ZGA-dependent maternal mRNA clearance (Z-decay).

**FIGURE 1:**
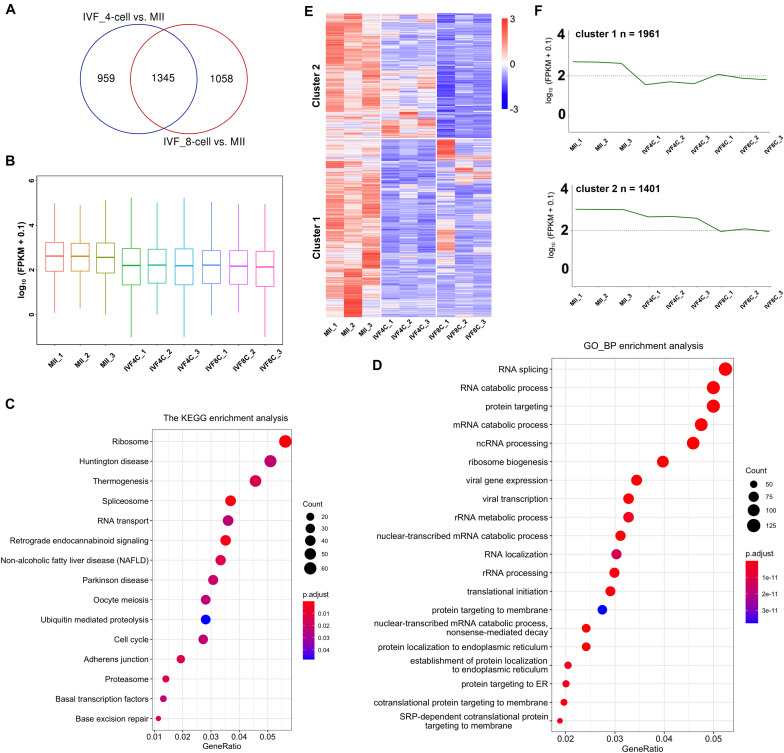
Identification of maternal mRNAs during goat MZT. **(A)** Venn plot of DEGs between the 4-cell stage embryos and the MII oocytes, and between the 8-cell stage embryos and the MII oocytes. **(B)** Boxplot of FPKM in the MII oocytes and the 4- and 8-cell stage embryos. **(C,D)** KEGG and GO enrichment analysis of the DEGs. **(E)** Heatmap of the DEGs in the MII oocytes and the 4- and 8-cell stage embryos. **(F)** Series test of cluster of the DEGs. DEGs: differentially expressed genes.

### Expression of m^6^A-Related Genes During Goat MZT

N6-methyladenosine is established by METTL3, METTl14, WTAP, and ZC3H13, and erased by ALKBH5 and FTO, and functions by direct recognition of five YTH domain-containing proteins. We next characterized the expression of m^6^A-related genes during MZT. Heatmap showed that the expression of *YTHDF1*, *YTHDF2*, *YTHDF3*, *YTHDC1*, *YTHDC2*, *ALKBH5*, *FTO*, *METTL3*, *METTL14*, *WTAP*, *ZC3H13* was dynamically changed during MZT (Figure 2A). 

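Of the 11 m6A-related genes, limma gave an adjusted p under 0.05 over all tested genes to 4 at the 4-cell stage, 3 at the 8-cell stage and 1 between the 4- and 8-cell stages. *METTL14* measured 17.8 ± 7.14 FPKM (mean ± SD, *n* = 3) in the MII oocytes, 42.8 ± 3.97 at the 4-cell stage and 26.5 ± 0.927 at the 8-cell stage. Its log2 fold change against the MII oocytes was 1.28 at the 4-cell stage (SE 0.25, adjusted p = 0.0047) and 0.61 at the 8-cell stage (adjusted p = 0.083). From the 4- to the 8-cell stage it was -0.67 (adjusted p = 0.14). Without MII replicate 2 the 8-cell value was 0.90 (adjusted p = 0.0096). With the fragments on the shared genes as the library total the 4-cell value was 0.75 (adjusted p = 0.056, range over the alternatives 0.0025 to 0.056).

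**Figure D4:**
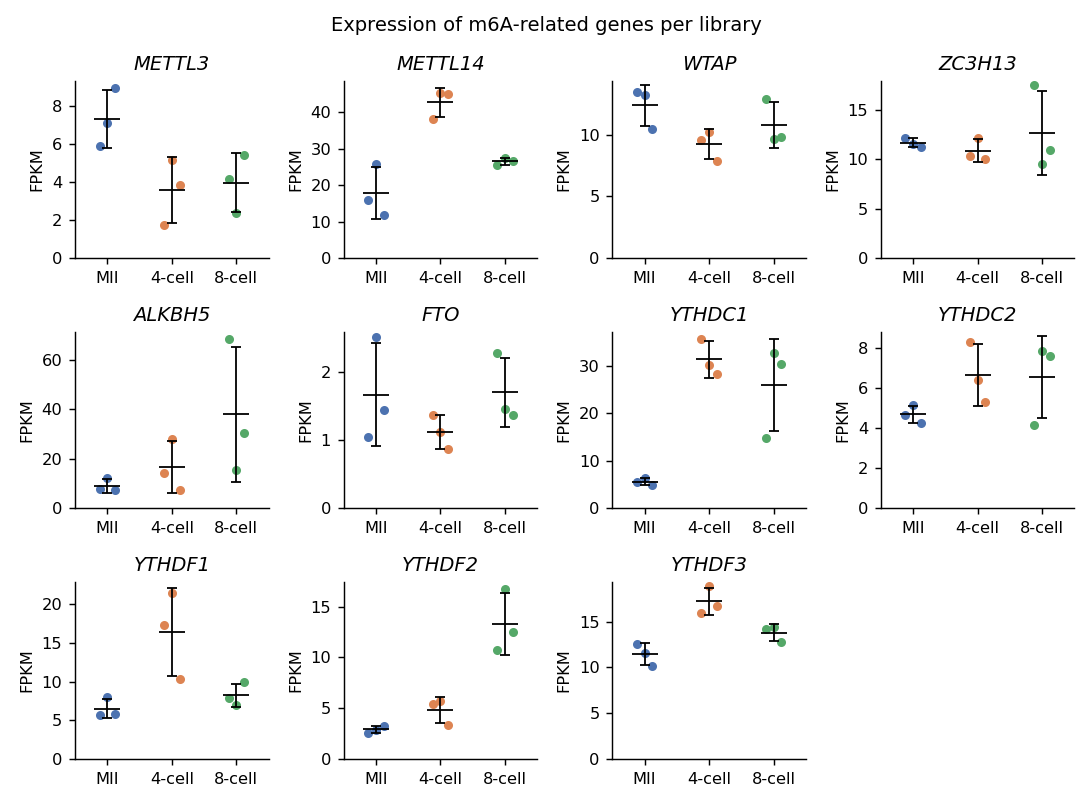
FPKM of the m6A-related genes in each untreated library. Points are libraries, and lines give the mean ± SD of 3 libraries.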

As shown in Figure 2B, the expression of *METTL14* was increased at the 4- and 8-cell stage embryo compared with that of the MII oocytes, but was decreased at the 8-cell stage embryos when compared to the 4-cell stage embryos. 

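*METTL3* measured 7.31 ± 1.54 FPKM in the MII oocytes, 3.56 ± 1.73 at the 4-cell stage and 3.96 ± 1.54 at the 8-cell stage (mean ± SD, *n* = 3). The log2 fold changes of -0.93 and -0.78 gave adjusted p = 0.076 and 0.12 (limma). With median-ratio rescaling they were -1.19 and -1.10 (adjusted p = 0.026 and 0.027). Over the alternatives the adjusted p ran from 0.019 to 0.15 at the 4-cell stage and from 0.024 to 0.19 at the 8-cell stage.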

The expression of *METTL3* was significantly decreased at the 4- and 8-cell stage embryos compared to the MII stage oocytes. A similar situation was found in the expression of *WTAP* during MZT. 

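The FPKM of *WTAP* was 12.4 ± 1.66, 9.20 ± 1.21 and 10.8 ± 1.84 (mean ± SD, *n* = 3) in the MII oocytes and the 4- and 8-cell stage embryos. Its log2 fold change was -0.39 at the 4-cell stage (limma adjusted p = 0.18, range over the alternatives 0.011 to 0.22) and -0.19 at the 8-cell stage (adjusted p = 0.50, range 0.027 to 0.52). Median-ratio rescaling gave -0.67 at the 4-cell stage (adjusted p = 0.044), and quantile normalization -0.59 at the 8-cell stage (adjusted p = 0.045).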

The expression of *ZC3H13* was significantly decreased at the 4-cell stage embryos but showed statistical un-change at the 8-cell stage embryos compared to the MII stage oocytes.

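*ZC3H13* measured 11.7 ± 0.473 FPKM in the MII oocytes, 10.9 ± 1.15 at the 4-cell stage and 12.7 ± 4.23 at the 8-cell stage (mean ± SD, *n* = 3). Its log2 fold change was -0.10 at the 4-cell stage (limma adjusted p = 0.79) and 0.06 at the 8-cell stage (adjusted p = 0.85). The 8-cell value turned to -0.29 with median-ratio rescaling, and to -0.17 without 8-cell replicate 1. None of the alternatives gave either value an adjusted p under 0.05, the lowest being 0.080.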

**FIGURE 2:**
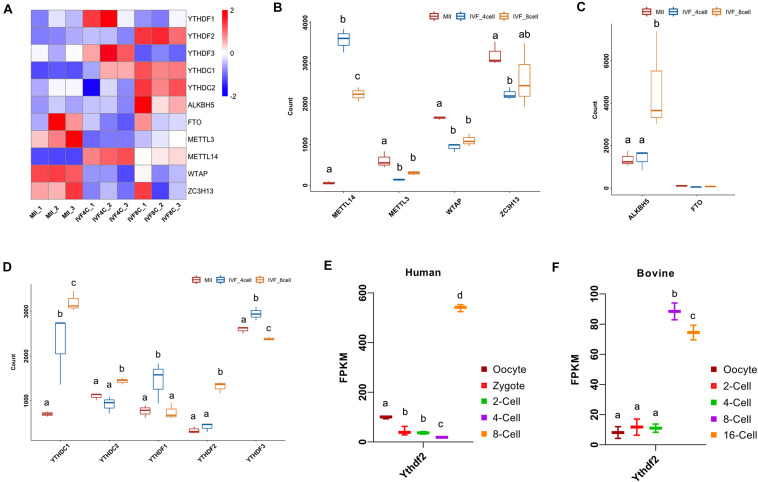
Dynamic expression of m^6^A-related genes during goat MZT. **(A)** Heatmap of the m^6^A-related genes in the MII oocytes and the 4- and 8-cell stage embryos. **(B–D)** The expression of m^6^A writers, m^6^A erasers, and m^6^A readers in the MII oocytes and 4- and 8-cell stage embryos. **(E,F)** The expression of *YTHDF2* during human and bovine MZT.

The expression of *ALKBH5* was not significantly changed at the 4-cell stage embryos, but strikingly increased at the 8-cell stage embryos compared to the MII oocytes (Figure 2C). 

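*ALKBH5* varied widely between the 8-cell libraries, at 68.2, 15.4 and 30.2 FPKM, against 9.19 ± 2.84 (mean ± SD, *n* = 3) in the MII oocytes. The 4-cell mean was 16.6 ± 10.6. The log2 fold change was 0.64 at the 4-cell stage (limma adjusted p = 0.42), and ran from 0.19 to 1.09 in the fits without 1 library. At the 8-cell stage it was 1.72 (SE 0.56, adjusted p = 0.036, range over the alternatives 0.026 to 0.12). Without 8-cell replicate 1 the 8-cell value was 1.19 (adjusted p = 0.080), and it missed 0.05 in 5 of the 9 fits that each left out 1 library. *FTO*, the other eraser, stayed at 1.12 to 1.70 FPKM on average. Its log2 fold change was -0.30 at the 4-cell and 0.04 at the 8-cell stage (adjusted p = 0.44 and 0.92), and the latter turned to -0.19 with median-ratio rescaling.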

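*YTHDC1* measured 5.63 ± 0.747 FPKM in the MII oocytes, 31.4 ± 3.81 at the 4-cell stage and 26.0 ± 9.70 at the 8-cell stage (mean ± SD, *n* = 3). Against the MII oocytes its log2 fold change was 2.29 at the 4-cell stage and 1.96 at the 8-cell stage (limma adjusted p = 5.5e-04 and 8.4e-04), with each embryo library above each MII library. From the 4- to the 8-cell stage it was -0.33 (SE 0.29, adjusted p = 0.50), and 0.014 without 8-cell replicate 1, the lowest of the 8-cell libraries.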

The expression of *YTHDC1* was increased at the 4- and 8-cell stage embryo compared to the MII oocytes, and also increased at the 8-cell stage embryos when compared to the 4-cell stage embryos. The expression of *YTHDC2* at the 8-cell stage embryos was increased compared to the MII oocytes and the 4-cell stage embryos. 

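*YTHDC2* measured 4.69 ± 0.439 FPKM in the MII oocytes, 6.66 ± 1.53 at the 4-cell stage and 6.54 ± 2.06 at the 8-cell stage (mean ± SD, *n* = 3). Its log2 fold change at the 8-cell stage was 0.37 against the MII oocytes (limma adjusted p = 0.31) and -0.044 against the 4-cell stage (adjusted p = 0.93). The former turned to -0.021 with quantile normalization, and the latter to 0.21 without 8-cell replicate 1.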

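*YTHDF1* measured 6.52 ± 1.28, 16.4 ± 5.68 and 8.25 ± 1.51 FPKM (mean ± SD, *n* = 3), and *YTHDF3* 11.5 ± 1.2, 17.2 ± 1.52 and 13.8 ± 0.889, in the MII oocytes and the 4- and 8-cell stage embryos. At the 4-cell stage the log2 fold change of *YTHDF1* against the MII oocytes was 1.17 (SE 0.28, limma adjusted p = 0.012), and that of *YTHDF3* was 0.55 (SE 0.17, adjusted p = 0.038). From the 4- to the 8-cell stage they were -0.87 and -0.30 (adjusted p = 0.093 and 0.33). The *YTHDF1* increase was 0.68 with the fragments on the shared genes as the library total (adjusted p = 0.11, range over the alternatives 0.011 to 0.11). For *YTHDF3* the adjusted p at the 4-cell stage ran from 0.033 to 0.92 over the alternatives, and each rescaling of the libraries took it past 0.05. It was 0.12 without MII replicate 3 (log2 fold change 0.47), and that of *YTHDF1* was 0.053 without MII replicate 1 (1.09).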

The expression of *YTHDF1* was higher at the 4-cell stage embryos compared to the MII stage oocytes and the 8-cell stage embryos, a similar situation was found with the expression of *YTHDF3* (Figure 2D).

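*YTHDF2* measured 2.91 ± 0.348 FPKM in the MII oocytes, 4.83 ± 1.26 at the 4-cell stage and 13.3 ± 3.07 at the 8-cell stage (mean ± SD, *n* = 3), and each 8-cell library was above every 4-cell and MII library. The log2 fold change at the 8-cell stage was 1.86 against the MII oocytes (SE 0.25, limma adjusted p = 5.5e-04) and 1.30 against the 4-cell stage (SE 0.25, adjusted p = 0.017, range over the alternatives 0.015 to 0.047). Without 4-cell replicate 3 the latter was 1.11 (adjusted p = 0.061), and without 8-cell replicate 3 it was 1.33 (adjusted p = 0.051). At the 4-cell stage the log2 fold change against the MII oocytes was 0.56 (adjusted p = 0.12).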

The expression of *YTHDF2* was increased at the 8-cell stage embryos compared to the MII oocytes and the 4-cell stage embryos (Figure 2D). We also investigated the expression of *YTHDF2* during embryo development in human and bovine. The expression of *YTHDF2* was gradually decreased from the oocytes to the 4-cell stage embryos, but showed a significant increase at the 8-cell embryo (ZGA stage) in humans (Figure 2E). During bovine embryo development, *YTHDF2* was consistently expressed at the oocyte, 2- and 4-cell stage embryos, and significantly upregulated at the 8/16-cell embryos (ZGA stage, Figure 2F).

### Knockdown of *YTHDF2* Impaired Goat Early Embryo Development

We next investigated the role of YTHDF2 during the early embryo development in goat. Zygotes were injected with two *YTHDF2* siRNAs mixture at 8 h post-IVF. Embryo status was checked at 72 h and 168 h post-IVF (Figure 3A) and gene expression analysis was performed at the 8-cell stage embryos. The expression of *YTHDF2* was significantly decreased in *YTHDF2* knockdown embryos (Figure 3B). Moreover, the expression of *YTHDF1*, *ALKBH5*, and *METTL13* was significantly increased, while the expression of *YTHDC1* and *METTL14* was significantly decreased in *YTHDF2* knockdown embryos compared to controls (Figure 3C). Of note, 4.55% of the *YTHDF2* knockdown embryos were at the 2-cell, and the blastocyst rate was significantly decreased after *YTHDF2* knockdown (Figures 3D–G), suggesting that YTHDF2 is critical for goat early embryo development.

**FIGURE 3:**
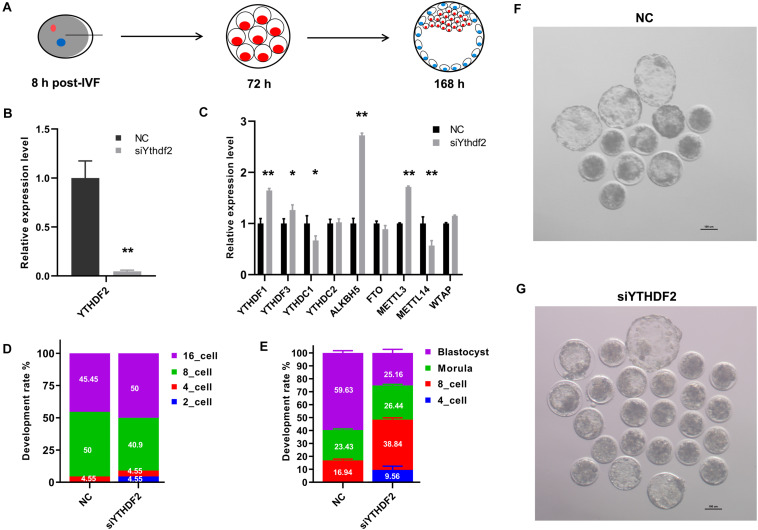
Knockdown of *YTHDF2* impaired goat early embryo development. **(A)** Schematic diagram of the YTHDF2 knockdown experiment. **(B)** The expression of YTHDF2 was significantly decreased in YTHDF2 knocked down embryos at the 8-cell stage, as revealed by qPCR. **(C)** The expression of m^6^A-related genes in YTHDF2 knocked down embryos. **(D,E)** The developmental rate at 72 h and 168 h after YTHDF2 siRNA injection. **(F,G)** Representative images of embryos in NC (*n* = 52) and YTHDF2 knocked down group (*n* = 71) at 168 h after siRNA injection.

### Knockdown of *YTHDF2* Leads to Abnormal Gene Expression During ZGA

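The knockdown was measured in 4 libraries of 8-cell stage embryos, each made from 15 pooled embryos, 2 from zygotes injected with *YTHDF2* siRNA and 2 from zygotes injected with negative control (NC) siRNA. *YTHDF2* itself measured 112 and 159 FPKM in the NC replicates and 8.07 and 4.47 FPKM in the knockdown replicates, a log2 fold change of -4.25 (SE 0.43, limma adjusted p = 3.7e-04). The deposited table lists FPKM, rounded to 2 decimals, for 27121 gene names. Its values do not step by whole fragments, so the depth of these libraries is not known. The correlation of log2 values between replicates was 0.972 for NC and 0.976 for the knockdown. *TMSB4X*, the gene with the largest value, took 4.00 and 5.35% of the summed FPKM in NC and 9.87 and 12.6% in the knockdown. The 11004 genes with a mean of at least 1 FPKM over these libraries were fitted on log2(FPKM + 1). These values were normalized apart from those of the untreated embryos, so tests were kept within the table. With 2 libraries a group, each fit that leaves 1 out gives values and no calls, and for *YTHDF2* these ran from -4.61 to -3.89. With all genes above 0 in the fit, its adjusted p was 0.17 (range over the alternatives 6.0e-06 to 0.17).

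**Figure D5:**
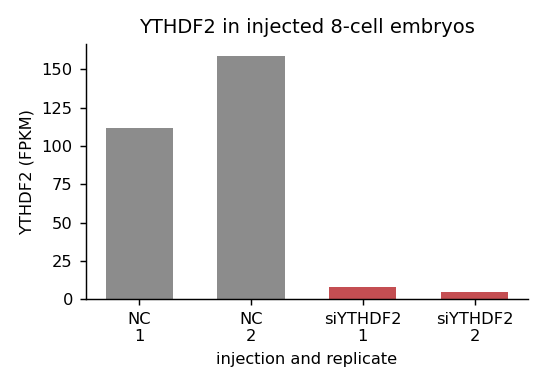
FPKM of *YTHDF2* in the NC and knockdown libraries. Each bar is 1 library.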

The transcription profile of YTHDF2 knockdown embryos at the 8-cell stage was investigated using RNA-seq. As shown in Figure 4A, 1944 DEGs were upregulated, while 2771 DEGs were downregulated in *YTHDF2* knockdown embryos (Supplementary Table S4). 

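By the unadjusted p and 2-fold rule 1043 genes were increased and 1685 decreased against NC, and with the adjusted p in the rule 227 and 651. The filter on low values moved the adjusted count most. With all genes above 0 in the fit, 0 genes had an adjusted p under 0.05 and 3731 an unadjusted p under 0.05. After quantile normalization 1218 genes were increased and 1379 decreased, which took the share of decreases from 61.8% to 53.1%. The furthest increases among genes with a mean of at least 10 FPKM were those of *C8H9orf64* (log2 fold change 2.56), *C5H12orf75* (2.47) and *PABPN1L* (2.35). The furthest decreases were those of *GPX2* (-5.07), *YTHDF2*, and *IFI6*, which averaged 22.4 FPKM in NC and was listed at 0 in both knockdown libraries. *PABPN1L* varied from 4.52 to 102 FPKM between the untreated 8-cell libraries. *GPX2* measured 1.48 to 4.93 FPKM in those libraries, 370 and 108 in NC, and 6.57 and 3.74 in the knockdown. *IFI6* measured 0, 0 and 0.318 in them, and *YTHDF2* 10.8 to 16.7. For these 3 decreases the knockdown lay nearer than NC to the untreated embryos, whose values were normalized apart. Whether NC was high or the knockdown low is therefore not settled by the fold change.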

The average fold change of upregulated genes was 6.57 (Figure 4B), while that of downregulated genes was 0.35 (Figure 4C). 

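The mean fold change of the 1043 increased genes was 2.56, and that of the 1685 decreased genes was 0.361. Computed for each of the 4 pairs of an NC and a knockdown library, the mean ran from 2.07 to 3.41 for the increased genes and from 0.325 to 0.459 for the decreased genes. The medians were 2.35 and 0.379. A pseudocount of 1 FPKM holds back the fold changes of low genes, and with a pseudocount of 0.01 the means were 3.30 and 0.289.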

The downregulated DEGs are enriched in ncRNA processing, RNA catabolic process, translational initiation, and mitochondrial gene expression items (Figure 4D). 

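Among the families, mitochondrial ribosomal protein genes had a median log2 fold change of -1.02 in the knockdown, with 14 of 77 genes above 0 (camera adjusted p = 1.7e-07). Translation initiation factors had a median of -0.46, with 14 of 48 genes above 0 (camera adjusted p = 0.012).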

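Cytosolic ribosomal protein genes had a median log2 fold change of -1.16 in the knockdown, with 3 of 80 genes above 0 (camera adjusted p = 2.5e-18), and over the pairs of libraries the median ran from -1.42 to -0.85. These transcripts are short, and after a length trend was removed the median was -0.76. Proteasome genes had a median of -0.55 and RNA polymerase subunits of -0.51 (camera adjusted p = 0.0086 and 0.0014). Lysosomal genes had a median of -0.29 and nucleoporin and nuclear transport genes of -0.019 (camera adjusted p = 0.44 and 0.77), which turned to 0.091 and 0.13 among genes with a mean of at least 10 FPKM. With the correlation between genes estimated from the libraries, the p of the cytosolic ribosomal protein genes was 0.15, and with fry it was 0.034 before and 0.10 after adjustment.

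**Figure D6:**
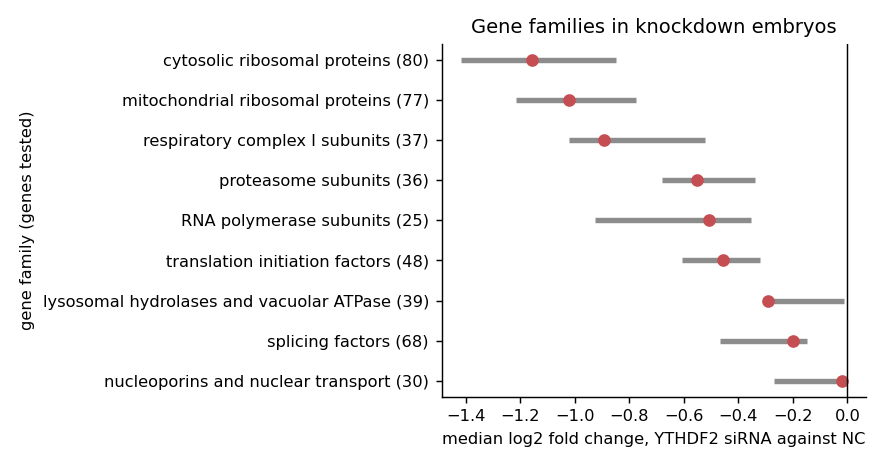
Median log2 fold change of each gene family in the knockdown. Points are medians of the fit, and bars give the range over the 4 pairs of an NC and a knockdown library. The medians of the lysosomal and the nucleoporin and nuclear transport genes turn positive among genes with a mean of at least 10 FPKM, and that of the latter also with quantile normalization.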

KEGG enrichment analysis revealed that the downregulated DEGs are enriched in ribosome, RNA transport, lysosome, proteasome, and RNA polymerase (Figure 4E). Similar results were found in the GSEA (Figure 4F). These data suggest that YTHDF2 is associated with zygotic genes expression.

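Zygotic genes were defined in the untreated libraries as those increased at the 8-cell stage against both the MII oocytes and the 4-cell stage, 318 genes. In the knockdown 33 of the 296 tested were increased and 29 decreased, and their median log2 fold change was 0.017, with 51.4% of the genes above 0 (camera adjusted p = 0.75). The median turned to -0.080 with median-ratio rescaling of the untreated libraries. Among random lists matched on expression it stood at percentile 79.4 of lists from all tested genes. Of lists from the genes tested in both experiments it stood at 7.8, and at 22.0 after a length trend was removed, both chosen after seeing the values. Without 8-cell replicate 2 the median was 0.22 (camera adjusted p = 0.0091).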

**FIGURE 4:**
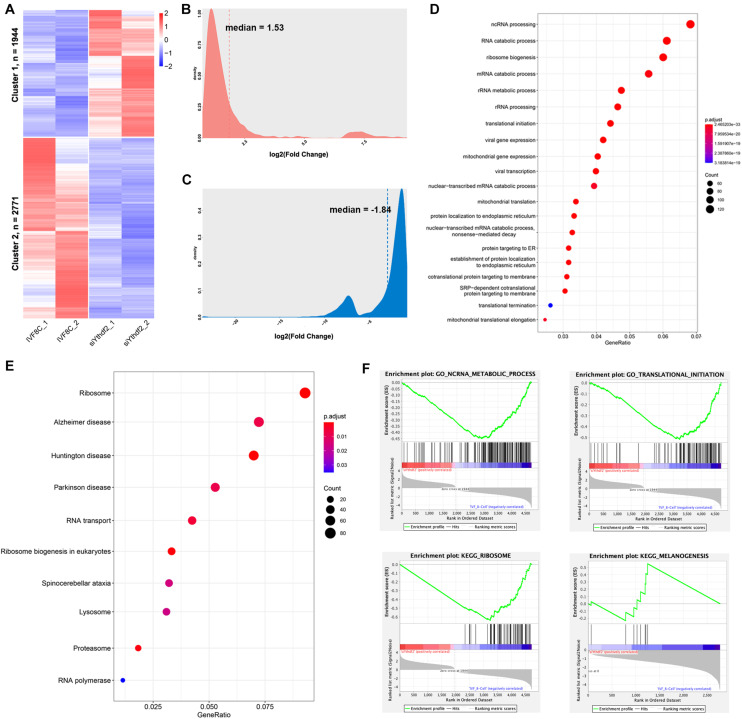
Knockdown of *YTHDF2* leads to abnormal gene expression at the 8-cell stage embryo. **(A)** Heatmap revealed 1944 genes upregulated and 2771 genes downregulated at the 8-cell stage YTHDF2 knocked down embryos. **(B,C)** Density plot of fold change of the downregulated and upregulated genes in YTHDF2 knocked down embryos at the 8-cell stage. **(D,E)** The GO and KEGG enrichment analysis of the DEGs in cluster 2 in YTHDF2 knocked down embryos. **(F)** The DEGs were enriched in non-coding RNA metabolic process, translational initiation, ribosome, and melanogenesis, as revealed by gene set enrichment analysis.

### Knockdown of *YTHDF2* Disturb Maternal mRNAs Clearance

The expression profile of the maternal mRNAs was investigated at the 8-cell stage YTHDF2 knocked down embryos. 

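Of the 889 maternal mRNAs, 829 were tested in the knockdown. Their median log2 fold change was 0.054, with 51.7% of the genes above 0 (camera adjusted p = 0.75), and over the pairs of libraries the median ran from -0.13 to 0.16. The other 7519 genes measured in both experiments served as the comparison, of which 11.1% were increased and 9.83% decreased in the knockdown.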

Of the 3362 identified maternal mRNAs, 1067 genes were differentially expressed at the 8-cell stage YTHDF2 knocked down embryos. 

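Among the 829 maternal mRNAs, 106 (12.8%) were increased and 135 (16.3%) decreased by the unadjusted rule, and 29 and 54 when the adjusted p was used throughout. With median-ratio rescaling the maternal list held 1338 tested genes, of which 177 were increased and 187 decreased. The balance turned in 2 alternatives, to 219 increased and 148 decreased with quantile normalization, and to 60 and 46 among genes with a mean of at least 10 FPKM.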

Of which, 493 genes were upregulated, while 574 genes were downregulated in *YTHDF2* knockdown embryos (Figure 5A). GO enrichment analysis revealed that the downregulated maternal mRNAs were enriched in mRNA processing, RNA splicing, regulation of mRNA stability, histone modification, histone binding, and catalytic activity, acting on RNA (Figure 5B). KEGG enrichment analysis revealed that the downregulated maternal mRNAs were enriched in ribosome, spliceosome, RNA transport, cell cycle, and oocyte meiosis (Figure 5C).

**FIGURE 5:**
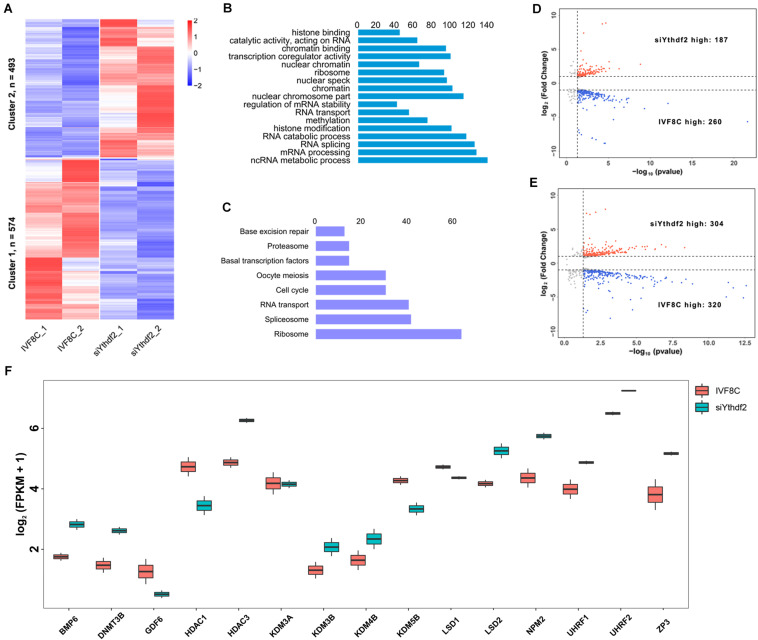
Knockdown of *YTHDF2* disturbs maternal mRNAs clearance. **(A)** Heatmap of the differentially expressed maternal mRNAs in *YTHDF2* knockdown embryos at the 8-cell stage. **(B)** The differentially expressed maternal mRNAs were enriched in RNA splicing and histone methylation items, as revealed by GO enrichment analysis. **(C)** KEGG enrichment analysis revealed that the differentially expressed maternal mRNAs were enriched in spliceosome, RNA transport, and base excision repair. **(D,E)** Volcano plot of the DEGs in ZGA-dependent maternal mRNA clearance (Z-decay) and maternally encoded mRNA decay genes (M-decay). **(F)** Boxplot of FPKM of maternal mRNAs, such as *KDM5B*, *LSD1*, and *ZP3*, in *YTHDF2* knockdown embryos at the 8-cell stage.

We further characterized the transcription profile of the M-decay and Z-decay maternal mRNAs. 

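Of the 601 Z-decay genes 559 were tested in the knockdown, where 100 (17.9%) were decreased and 64 (11.4%) increased. Their median log2 fold change was -0.046, with 48.7% of the genes above 0 (camera adjusted p = 0.75). The sign depends on how the untreated libraries are scaled, since median-ratio rescaling gave 0.044 and quantile normalization 0.094.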

The volcano plot revealed that 260 of the Z-decay maternal mRNAs were downregulated, while 187 of which were upregulated at the 8-cell stage *YTHDF2* knockdown embryos (Figure 5D). Meanwhile, the expression of 320 M-decay maternal mRNAs was decreased, while 304 of which was increased at the 8-cell stage *YTHDF2* knockdown embryos (Figure 5E), suggesting that YTHDF2 is essential for ZGA-dependent maternal mRNA clearance. Moreover, the expression of *BMP6*, *DNMT3A*, *HDAC3*, *KDM3B*, *KDM4B*, *LSD2*, *NPM2*, *UHRF1*, *UHRF2*, and *ZP3* was significantly increased, while the expression of *GDF6*, *HDAC1*, *KDM5B*, and *LSD1* was decreased in *YTHDF2* knockdown embryos (Figure 5F), suggesting that knockdown of *YTHDF2* impaired the expression of maternal factors and crosstalk with other epigenetic modifications.

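Of the 288 M-decay genes 270 were tested, of which 35 (13%) were decreased and 42 (15.6%) increased. Their median log2 fold change was 0.22, with 58.1% of the genes above 0 (camera adjusted p = 0.20, range over the alternatives 0.0014 to 0.65), and over the pairs of libraries it ran from -0.17 to 0.56. With the correlation between genes estimated from the libraries the camera p was 0.69, and with fry it was 0.63 before and 0.97 after adjustment. With camera at its assumed correlation, the median passed an adjusted p of 0.05 in 9 of the refits. Of these, 3 were fits without 1 library (0.29 without MII replicate 2, 0.30 without 4-cell replicate 2 and 0.36 without 8-cell replicate 2). Among the others it stood at 0.29 with median-ratio rescaling, 0.42 with quantile normalization and 0.45 among genes with a mean of at least 10 FPKM. After a length trend was removed it was 0.28 (camera adjusted p = 0.047). That p was adjusted over the family tests and the lists together, so it is not comparable with the 0.20 above. Against random lists from all tested genes with matched expression, the M-decay median stood at percentile 99.97 and the Z-decay median at percentile 27.4. Both stood lower against lists drawn from the genes tested in both experiments, at 93.7 and 0.01, a comparison chosen after seeing the values. Whether the lists differ from each other was not tested. From the changes of both lists in the knockdown, the paper proposes that YTHDF2 is essential for ZGA-dependent maternal mRNA clearance.

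**Figure D7:**
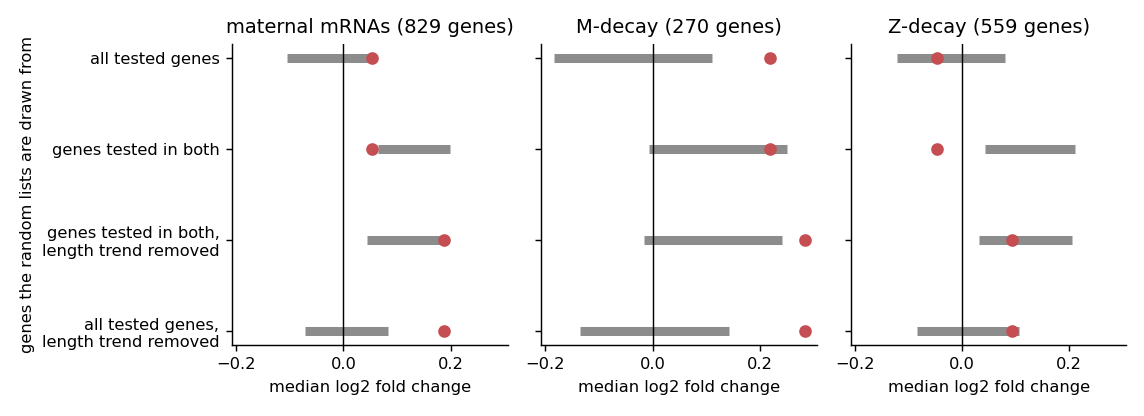
Median log2 fold change in the knockdown of the maternal mRNAs and of the M-decay and Z-decay genes (points), with the range that holds 95% of random lists matched on expression (bars), for 4 choices of the genes the lists were drawn from. The Z-decay median turns positive with median-ratio rescaling.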

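LSD1 and LSD2 are listed as *KDM1A* and *KDM1B*. Of the 15 maternal factors tested, limma gave an adjusted p under 0.05 over all genes to *HDAC3* alone, 75.9 ± 6.09 FPKM in the knockdown against 28.4 ± 5.02 in NC (mean ± SD, *n* = 2), log2 fold change 1.39 (SE 0.40, adjusted p = 0.046, range over the alternatives 0.024 to 0.17). Adjusted over the list alone, 6 genes passed, which is not independent evidence, since the study chose the list on these libraries. By the unadjusted rule 7 passed. *NPM2* (log2 fold change 1.39), *ZP3* (1.36), *DNMT3B* (1.14), *KDM1B* (1.08) and *BMP6* (1.07) rose and *HDAC1* fell (-1.28), with adjusted p from 0.054 to 0.12. *DNMT3A*, *UHRF1*, *KDM3B*, *UHRF2* and *KDM4B* had log2 fold changes from 0.70 to 0.93 and adjusted p from 0.18 to 0.30. *KDM5B* (-0.66) and *KDM1A* (-0.36) had adjusted p = 0.34 and 0.57, and *GDF6* was below the expression filter. In fits without 1 injected library, *KDM5B* ran from -1.15 to -0.16, *KDM3B* from 0.46 to 1.06 and *KDM4B* from 0.37 to 1.04. With genes of a mean of at least 10 FPKM, *NPM2* and *ZP3* also passed (adjusted p = 0.028 and 0.040, ranges over the alternatives 0.028 to 0.18 and 0.040 to 0.21).

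**Figure D8:**
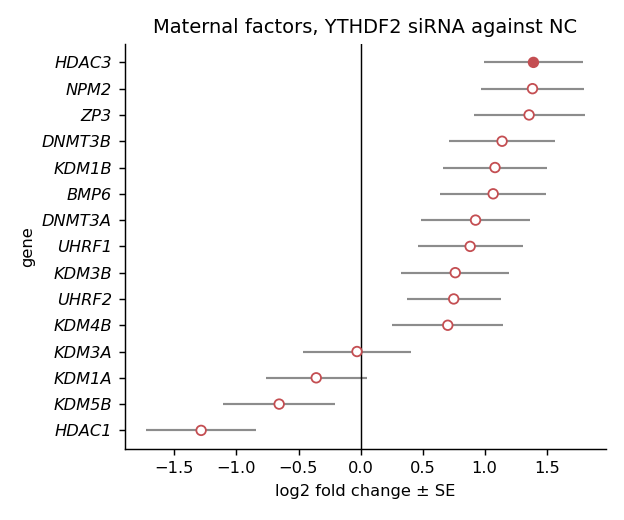
Log2 fold change of the maternal factors in the knockdown against NC, with standard errors from limma. Filled points have an adjusted p under 0.05 over all tested genes.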

### Knockdown of *YTHDF2* Decreased the Expression of *DCP1A* and *DCP2*

Decapping enzymes and deadenylases are responsible for maternal mRNAs degradation. To investigate the machinery that knockdown of *YTHDF2* disturbs maternal mRNAs clearance, we analyzed the expression of decapping enzymes and the deadenylases. During goat MZT, the expression of *CNOT1*, *CNOT2*, *CNOT6*, *CNOT7*, *DCP1A*, and *DCP2* was increased, while the expression of *CNOT11* was decreased at the 8-cell stage embryos compared to the MII oocytes (Figure 6A). 

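At the 8-cell stage 5 of the 13 tested genes of deadenylation and decapping had an adjusted p under 0.05 over all genes (limma). Their log2 fold changes were 1.59 for *CNOT1* (26.5 ± 1.79 FPKM against 8.34 ± 2.60 in the MII oocytes, mean ± SD, *n* = 3, adjusted p = 0.0013), 1.15 for *DCP1A* (0.0041), 1.12 for *CNOT7* (0.0014), 0.83 for *CNOT6* (0.0094) and -0.76 for *CNOT11* (0.024). *DCP2* and *CNOT2* had log2 fold changes of 0.69 and 0.37 (adjusted p = 0.057 and 0.11), and the latter turned to -0.043 with quantile normalization. Median-ratio rescaling took the adjusted p of *CNOT6* and *CNOT7* past 0.05, where these ran over the alternatives from 0.0064 to 0.24 and from 8.3e-04 to 0.083. It also let *CNOT3* and *CNOT9* pass, at -0.87 and -0.81 (adjusted p = 0.047 and 0.030, ranges over the alternatives 0.032 to 0.35 and 0.026 to 0.33). With the fragments on the shared genes as the library total, chosen after seeing the data, *DCP1A* was at 0.64 (adjusted p = 0.058, range over the alternatives 0.0025 to 0.058). The adjusted p of *CNOT11* ran from 0.0021 to 0.058, and was 0.085 without MII replicate 3 (log2 fold change -0.66).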

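In the knockdown 1 of the 13 genes, *CNOT10*, had an adjusted p under 0.05 over all genes (76.5 ± 10.9 FPKM against 26.8 ± 9.81 in NC, mean ± SD, *n* = 2, log2 fold change 1.52, SE 0.42, limma adjusted p = 0.041, range over the alternatives 0.015 to 0.18). *DCP1A* measured 17.4 ± 3.06 FPKM against 38.7 ± 4.77 (log2 fold change -1.12, adjusted p = 0.096) and *DCP2* 50.6 ± 12.8 against 99.7 ± 38.2 (-0.93, adjusted p = 0.16). By the unadjusted p 4 of the 13 were under 0.05, and *CNOT10* and *DCP1A* also changed more than 2-fold. *CNOT6L* had a log2 fold change of 0.90 (adjusted p = 0.16), *CNOT1* of -0.47 (0.46) and *CNOT11* of -0.39 (0.55). With all 13 libraries in 1 fit, *DCP1A* and *CNOT6L* also passed (adjusted p = 0.026 and 0.044, ranges over the alternatives 0.026 to 0.20 and 0.044 to 0.24).

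**Figure D9:**
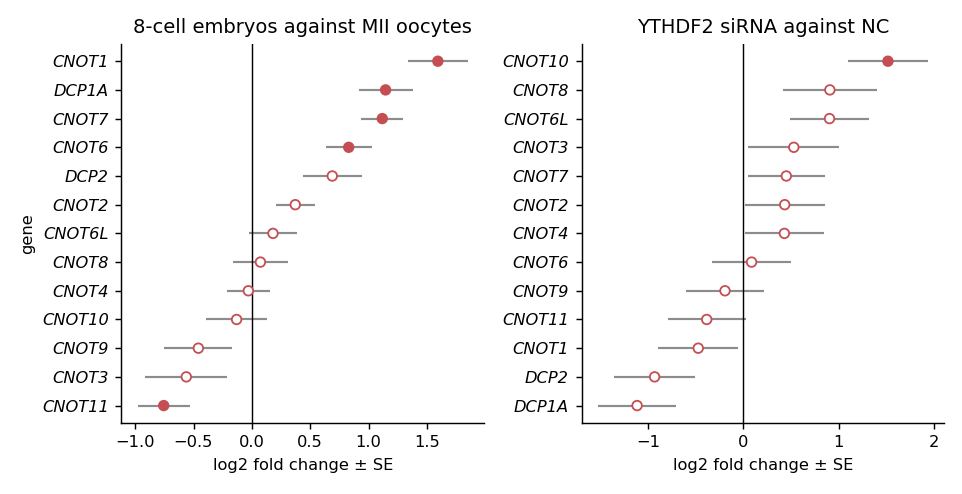
Log2 fold change of the genes of deadenylation and decapping at the 8-cell stage against the MII oocytes and in the knockdown against NC, with standard errors from limma. Filled points have an adjusted p under 0.05 over all tested genes. The 8-cell values of *CNOT6L* and *CNOT8* turn negative with median-ratio rescaling, and that of *CNOT2* with quantile normalization.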

In the 8-cell stage *YTHDF2* knockdown embryos, the expression of *CNOT1*, *CNOT11*, *DCP1A*, and *DCP2* was decreased, and the expression of *CNOT6L* and *CNOT10* was increased when compared to the controls (Figure 6B), suggesting that YTHDF2 might function through the recruitment of deadenylases and subsequent mRNA decapping during early embryo development.

**FIGURE 6:**
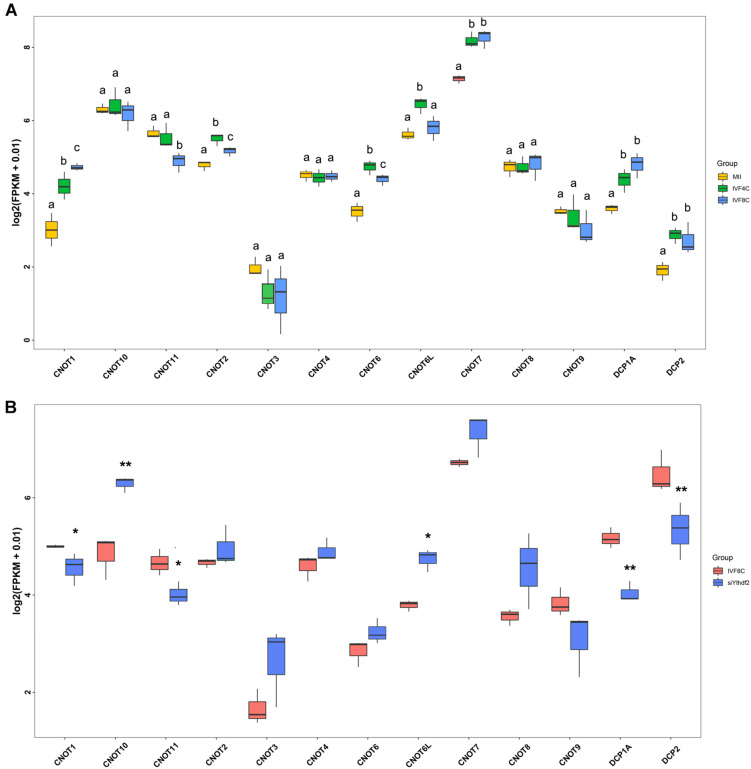
FPKM of decapping enzymes and deadenylases in *YTHDF2* knockdown embryos. **(A)** Boxplot of FPKM of decapping enzymes and deadenylases during goat MZT. **(B)** The expression of decapping enzymes (*DCP1A* and *DCP2*) and deadenylases (*CNOT1* and *CNOT11*) was significantly decreased in *YTHDF2* knockdown embryos at the 8-cell stage, as revealed by RNA-seq.

## Discussion

The maternal gene products are essential for the early embryogenesis and undergo elimination during MZT in mammals (Walser and Lipshitz, 2011). Here, we identified 3362 DEGs in goat early embryo development using RNA-seq. During the MZT process, there are 3113 transcripts in mice (Wu et al., 2016), 1434 genes in humans (Yan et al., 2013), and 2169 transcripts in bovine (Bogliotti et al., 2020) whose relative abundance decreased from MII to the ZGA stage, consistent with the notion that maternal mRNA degradation is evolutionarily conserved.

Maternal mRNA clearance is dependent on the onset of ZGA in mice (Sha et al., 2019b). In the present study, we found that 1961 of the DEGs initiated degradation after fertilization and remained lower expression during MZT process, meanwhile, 1401 of the differentially expressed genes were further downregulated from the 4- to 8-cell stage embryos, which was the ZGA in goat, suggesting that degradation of these 1401 maternal mRNAs are ZGA-dependent, consistent with the results in mice (Medvedev et al., 2008; Sha et al., 2019b). Moreover, these maternal mRNAs are enriched in RNA transport, spliceosome, RNA splicing, and RNA catabolic process. A similar result was reported in the study of Jiang et al. (2014). Given that majority of maternal mRNAs were eliminated and zygotic genes onset transcription during MZT (Lee et al., 2014; Schulz and Harrison, 2019; Vastenhouw et al., 2019), it is reasonable to find that these maternal mRNAs are enriched in the pathways and GO items.

During MZT, maternal mRNAs undergo deadenylation and capping, which subsequently leads to their destructions (Garneau et al., 2007; Goldstrohm and Wickens, 2008). Consistently, we found upregulation of *CNOT1*, *CNOT2*, *CNOT6*, *CNOT7*, *DCP1A*, and *DCP2* during goat MZT. Although we could not confirm the protein expression of the deadenylases and decapping enzymes by either immunoblotting or immunocytochemistry, the data presented here indicate that the deadenylases and decapping enzymes were in the tight control of maternal mRNAs degradation in goat, and the machinery is conserved across species (Goldstrohm and Wickens, 2008; Ma et al., 2015).

N6-methyladenosine is the most abundant internal mRNA modification, which is indispensable for pluripotency maintaining in embryonic stem cell and preimplantation development, as demonstrated by the loss function of METTL3/14 (Geula et al., 2015; Xia et al., 2018; Meng et al., 2019). In the present study, we showed that knockdown of *YTHDF2* leads to an anomalous higher percentage of the 8-cell stage embryos and a lower percentage of the blastocyst in goat *in vitro*. Previously, Ivanova et al. reported that knockout of YTHDF2 increased the percentage of abnormal 2-cell embryos, which is the ZGA stage in mice (Ivanova et al., 2017), and Zhao et al. found that zebrafish embryos knocked out of YTHDF2 failed to initiate timely MZT, undergo cell cycle pause, and remain developmentally delayed throughout larval life (Zhao et al., 2017), consistent with data in our current study. Although YTHDF2 plays vital roles during MZT, the expression of YTHDF2 was relatively low before ZGA but upregulated during ZGA in bovine (Jiang et al., 2014), humans (Tang, 2010), mice (Wu et al., 2016), and our study. The inconsistency may be caused by the fact that maternal YTHDF2 might also plays pivotal roles during MZT in mammals.

YTHDF2 plays vital role in regulating transcript dosage across oocyte maturation, which is essential for generating matured oocytes that are competent to sustain early zygotic development. In the present study, we found that knockdown of YTHDF2 in goat zygotes led to abnormal expression of 4715 genes. Specifically, 2771 DEGs were downregulated and enriched in ncRNA processing, RNA catabolic process, and translational initiation, consistent with the role of YTHDF2 in transcript dosage regulation. Of note, 1067 maternal genes were aberrantly expressed in *YTHDF2* knockdown embryos, consistent with the results in mice (Ivanova et al., 2017). Moreover, we found abnormal expression of both M-decay maternal mRNAs and Z-decay maternal mRNAs. Specifically, the expression of *KDM5B* and *LSD1* was decreased. Previous studies revealed that both KDM5B and LSD1 are essential for ZGA and subsequent embryo development (Ancelin et al., 2016; Dahl et al., 2016; Glanzner et al., 2020), suggesting that YTHDF2 might control the early embryogenesis by regulating the expression of other maternal factors.

In somatic cells, YTHDF2 has been shown to function through the recruitment of deadenylases and subsequent mRNA decapping (Wang et al., 2014; Du et al., 2016). Consistent with these studies, the expression of decapping enzymes *DCP1A* and *DCP2*, and deadenylase *CNOT1* and *CNOT11* was decreased in *YTHDF2* knockdown embryos. CNOT1 is commonly involved in mRNA decay and transcriptional regulation (Paul et al., 2011), and CNOT1 knockout mice died during embryonic development (Shirai et al., 2014). CNOT11 is associated with the N-terminal region of CNOT1 (Bawankar et al., 2013), and its expression was also downregulated in our current study. We believe the downregulation of decapping enzymes and deadenylase disturb the process that YTHDF2 degrades the bound transcripts selectively during ZGA. Moreover, GO enrichment analysis revealed that the DEGs are involved in methylation, histone binding, chromatin binding, and histone methylation, it is of high tempt to hypothesis that YTHDF2 might cross-talk with histone methylation in regulation of early embryogenesis.

## Conclusion

We ascertained 3362 maternal mRNAs and inferred that maternal mRNA clearance is also ZGA-dependent in goat. We reported that YTHDF2 is important for normal development of goat embryos as it advances maternal mRNA clearance, which might through the recruitment of deadenylases and mRNA decapping enzymes. This work will be of great value for understanding the stochastic developmental events during MZT and achieving better development of goat embryos *in vitro*.

## Data Availability Statement

We acknowledged that the data presented in this study must be deposited and made publicly available in an acceptable repository, prior to publication. Frontiers cannot accept a manuscript that does not adhere to our open data policies. The accession number of the RNA-seq datasets reported in this paper is GEO: GSE156924.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committees at Nanjing Agricultural University. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

MD and FW conceptualized the experiments. MD was responsible for conducting the experiments, data analysis, and writing the manuscript. BC, YW, ZL, YC, GZ, YZ, and YF assisted with embryo production experiments, data collection, and analysis. BC and FW participated in data analysis and edited the manuscript. All authors contributed to the manuscript’s final review and editing.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: YTHDF2 Regulates Maternal Transcriptome Degradation and Embryo Development in Goat
**Source:** Front Cell Dev Biol. 2020 Sep 29;8:580367. doi: 10.3389/fcell.2020.580367
**Supplement:** Supplementary Table S1 — Sequences of siRNAs used for YTHDF2 knockdown.

**Table 1. Sequences of siRNAs used for YTHDF2 knockdown.**

| Targets | Sense sequence (5‘-3’) | Antisense sequence (5‘-3’) |
| --- | --- | --- |
| s28148 | GGGCUGAUAUUGCUAGCAATT | UUGCUAGCAAUAUCAGCCCAA |
| s28147 | GCAUGAAUACUAUAGACCATT | UGGUCUAUAGUAUUCAUGCCA |

**Table 2. Details of primer sequences, expected product size, and annealing temperature (Tm, °C) of genes used for quantitative PCR.**

| *Target gene* | Primer sequence (5‘-3’) | Product size (bp) | Accession number | Tm (°C) |
| --- | --- | --- | --- | --- |
| *YTHDC1* | F-GTCTTTAAGCCCCAACGGGA  R-CACCGTGGCCTCTACACTTA | 135 | XM_018049515 | 60 |
| *YTHDC2* | F-GTTGGTCTGAGGGATCGCAT  R-TGCCCTGCCTTTTCGTTGTA | 315 | XM_018053734 | 60 |
| *YTHDF1* | F-GGGAGGGGTTCTCGTGGATA  R-GAGGTAGGGGATTGGAGGGT | 230 | XM_018057565 | 60 |
| *YTHDF2* | F-CACAGGCATCAGTAGGGCAA  R-TTATGACCGAACCCACTGCC | 228 | XM_018057048 | 60 |
| *YTHDF3* | F-AGAGTGGAGAGCGGAAGGTC  R-TGAGAAGCCAGAAAGACGGC | 172 | XM_018058465 | 60 |
| *METTL3* | F-TGAGGCTCCTGGAAGCAAAG  R-TGCGCTGCAGTTGATTTGTC | 237 | XM_005685358 | 60 |
| *METTL14* | F-GAGAAATTGGCGCAAGGGTT  R-ACTTTCAGCTCCCAACTGCT | 149 | XM_005681276 | 59.5 |
| *WTAP* | F-CGACTAGCAACCAAGGAGCA  R-GACGCCATCAGGCCTCTATC | 233 | XM_018053431 | 60 |
| *ALKBH5* | F-AGGATTTGTGGGAGCAGAGC  R-TCGTCTCTTTTGAGGCCACC | 376 | XM_005686170 | 60 |
| *FTO* | F-GCTTTAGTTCCACCCACCGA  R-GGGGACCCCCTCTCTTCTAA | 335 | NM_001319276 | 60 |
| *Gapdh* | F-CGACTTCAACAGCGACACTCAC  R-CCCTGTTGCTGTAGCCCAATTC | 118 | NM_001034034 | 58.0 |

How the deposited data were processed for this re-analysis (not part of the article)

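Values of 13 RNA-seq libraries were used, 3 of MII oocytes, 3 of 4-cell and 3 of 8-cell stage goat embryos without treatment, 2 of 8-cell stage embryos injected with negative control (NC) siRNA and 2 of 8-cell stage embryos injected with *YTHDF2* siRNA. Each injected library was made from 15 pooled embryos, injected as zygotes 8 h post-IVF. The untreated libraries come from 2 previous studies of the authors, and the study of each library is not stated. The authors aligned reads to the goat genome ARS1 with HISAT2, kept uniquely mapped reads, counted them with HTSeq, normalized each library on its own to FPKM, and called genes with DESeq2. All deposited tables hold FPKM values of the authors, per library and gene, and none of the columns of values was left unused. The values of the untreated libraries are not rounded to 2 decimals, and those of the injected libraries are rounded to 2 decimals. Gene names were matched to a reference table of gene symbols made for a later release of the assembly, where 99.8% of the names had a symbol, and no coordinates were used.

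The MII table lists 18858 names and the 4- and 8-cell tables 21826, of which 18159 are shared. Of the embryo names 3667 are not listed for MII, and 1396 of the MII genes are 0 in all 3 libraries, so the missing names are not simply the genes without fragments. Names listed more than once were left out. The injected tables list 27121 names, and 18138 names are shared by all 13 libraries. Within a library the FPKM of a gene steps by whole fragments. The steps, and the genes of Supplementary Table S3, gave back the fragments of 17917 of the 17918 shared genes above 0, and the library totals. The copies of the supplementary tables used here end early, at 1999 genes each, against the 3362 genes of the paper's list of maternal mRNAs and the 1944 and 2771 genes of its knockdown lists, so no overlap with these lists was computed. Although headed FPKM, the values of Supplementary Table S3 are whole multiples of 1 step per library, which fits fragments divided by a size factor. Values of Supplementary Table S4 equal the deposited FPKM for all 1995 genes compared. The untreated totals were 26853876 to 42495116 fragments, so a gene at 3 fragments, taken as the floor, lies near 0.0666 FPKM for the gene *ARGFX* in the MII oocytes. The depth of the injected libraries could not be recovered, since their values score 0.127 to 0.233 for whole steps, where the 4- and 8-cell values rounded to 2 decimals score 0.927 and 0.937. Their values were normalized apart from the untreated ones, so no p is given across the 2 experiments, and levels, lists and correlations across them are descriptive. The correlation of log2 values between replicates was 0.971 to 0.986 for MII, 0.979 to 0.986 for 4-cell and 0.921 to 0.979 for 8-cell libraries.

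Genes with a mean of at least 1 FPKM over the libraries of a fit were fitted on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), the 9 untreated libraries in 1 fit with contrasts and the 4 injected libraries in another. This left out *GDF6* and *KDM5B* at the stages, and *GDF6* and *FTO* in the knockdown. Calls follow the rule of the paper, an unadjusted p under 0.05 and a change of more than 2-fold, with counts by the Benjamini-Hochberg adjusted p beside them. DESeq2 and edgeR were not run. All adjusted p of single genes in the text come from limma, over all genes of the fit unless the list alone is named. Maternal mRNAs are the genes decreased at either stage against MII. Those no lower at the 8-cell than at the 4-cell stage were called M-decay genes and the rest Z-decay genes, after the description of the clusters in the paper. Zygotic genes are those increased at the 8-cell stage against both earlier stages. Lists and 9 gene families given by symbol were tested with camera in limma (correlation between genes 0.01), with fry and with camera at an estimated correlation beside it, adjusted over the 27 tests of 9 families in 3 comparisons, or over the 5 lists of the knockdown. Each list was also set against 10000 random lists from genes outside it, matched in 20 bins of mean expression. Length trends were removed with lowess (span 0.3) on log length. The camera p after this removal were adjusted together, over the 27 family tests and the maternal, M-decay, Z-decay and zygotic lists. Per-library medians of log10(FPKM + 0.1) were compared by exact permutation. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

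The comparisons, tests, named genes, gene families, marker lists and most alternatives were chosen before the data were examined. Named are all genes the paper names for its RNA-seq data or shows in Figures 2, 5F and 6. Added per comparison are the 3 furthest rises and falls among genes past the rule whose groups lie apart. These were limited to a mean of at least 10 FPKM and a name that does not start with LOC. The 4 alternatives chosen after seeing the data were the authors' size factors taken from Supplementary Table S3, limma voom on the recovered fragments, the fragments on the shared genes as the library total, and genes absent from a stage table set to 0. Chosen after seeing values were also the lists drawn from the genes of both fits, the removal of the length trend before drawing lists, and which families at the stages are followed through the alternatives. A list of 30 genes of genome activation was written after the tables were opened but before the values of its genes were looked at. The alternatives set beforehand were pseudocounts of 0.1 and 0.01, all genes above 0, genes with a mean of at least 10 FPKM, median-ratio rescaling, quantile normalization, replicate number as a block, the adjusted p in the rule, only the 2 groups compared or all 13 libraries in the fit, *k*-means with 2 clusters in place of the sign rule, a shorter maternal list, other summaries of expression, and each replicate left out in turn.

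The procedure was tested on simulated data. Of 200 genes changed by 2 on the log2 scale, 96.5% were called in the stage design (83.5% with the adjusted p) and 93.5% in the knockdown design (0% with the adjusted p, against 93.5% by the unadjusted rule), and 1.72% and 2.58% of unchanged genes were called. The real knockdown fit gave 878 adjusted calls, so the 0% holds for 200 changed genes and does not give the power in these data. A set of 100 genes moved by 0.5 had medians of 0.49 and 0.52 and was detected by camera in both designs, and a set left alone was not. The recovery of fragments gave exact fragments for 99.7% of 1500 simulated genes. Enrichment of KEGG and GO terms, the qPCR and embryo development data, and the human and bovine data of the paper were not analysed here.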

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

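The choice of *KDM1A* and *UHRF2*, the tests of delayed development and of a difference in quantification, and the comparison of injected with untreated embryos were chosen only after the values were seen.

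The change from MII to 8-cell differed from the change from MII to 4-cell for 3 of the genes the paper names, by a test of the difference itself. The difference was 1.30 on the log2 scale for *YTHDF2* (limma adjusted p = 0.017), -1.25 for *KDM1A* (0.014) and -1.15 for *UHRF2* (0.0073). *YTHDF2* measured 4.83 ± 1.26 FPKM at the 4-cell and 13.3 ± 3.07 at the 8-cell stage, *KDM1A* 67.4 ± 19.4 and 27.3 ± 5.12, and *UHRF2* 323 ± 70.9 and 143 ± 2.63 (mean ± SD, *n* = 3). The *YTHDF2* difference missed an adjusted p of 0.05 without 4-cell replicate 3 (1.11, adjusted p = 0.061) and without 8-cell replicate 3 (1.33, adjusted p = 0.051), and that of *KDM1A* without 4-cell replicate 1 (-1.28, adjusted p = 0.053). Under all scalings tried, the differences of *YTHDF2*, *KDM1A* and *UHRF2* kept their sign. The 4- and 8-cell libraries list the same genes and have similar shares of fragments on them, so the gap in the MII table does not enter this difference. Whether the stages were sequenced in different studies is not stated for each library, so a difference between studies cannot be excluded.

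The lists the paper builds from the stages hold decreased genes, and beyond the increased genes it names, the untreated libraries hold 1518 genes increased at the 4-cell and 1804 at the 8-cell stage against the MII oocytes. For the decreased and for the increased genes at both stages, 1 of the 10 splits of the 6 libraries gave as many calls, the real one, and the largest count of another split was 251 at the 4-cell and 287 at the 8-cell stage. With 3 libraries a group 10 splits cannot give a share under 0.1, so by the count of splits alone the real grouping and a random grouping of the libraries cannot be told apart. By other values, 2833 genes at the 4-cell and 3398 at the 8-cell stage had an adjusted p under 0.05, and simulated unchanged groups gave a mean of 72.3 and 71.7 decreased genes. The furthest increases were those of *ID2* (log2 fold change 5.63 at the 4-cell and 7.53 at the 8-cell stage), *SUPT4H1* (5.31 and 8.4), *rna49397* (5.09 at the 4-cell stage) and *ARGFX*. Of these, *rna49397* is a short record, with a recovered length of 75 bases, and has no value in the injected libraries. *ARGFX* had 3, 0 and 0 fragments in the MII libraries, so it is at least 338-fold higher at the 4-cell stage, and at least 3278-fold higher at the 8-cell stage, a bound that falls to 1187-fold without 8-cell replicate 2. MII replicate 3 held 324 fragments of *ID2* where the others held 11 and 4. Whether library totals that count fragments outside the listed genes in the oocytes made the excess of increases over decreases stays open. When each total was replaced by the fragments on the shared genes, the share of decreases among the calls rose by 40.9 percentage points at the 4-cell and by 31.3 at the 8-cell stage, but this total lowers every fold change against the MII oocytes, so a rise was fixed beforehand and decides nothing. With these totals 633 and 952 genes were increased. Over all alternatives the number of increased genes ran from 633 to 2022 at the 4-cell and from 952 to 2239 at the 8-cell stage, so it stays open, and a change of the total RNA of the embryo was not measured.

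In the injected tables the genome activation list, 13 of 30 genes measured, stood far above its level in the untreated 8-cell embryos, by a median of 2.94 on the log2 scale in NC embryos and 2.43 in knockdown embryos. *KLF17* measured 292 and 395 FPKM in NC, 239 and 267 in the knockdown and 1.96 to 8.89 in untreated 8-cell embryos. *SOX15* measured 68.4 and 107, 63.2 and 52.2, and 0.0715 to 1.63. *GATA3* went the other way, at 2.25 and 1.21, 3.81 and 2.24, and 5.10 to 5.93. *ARGFX* and *DUXA* in untreated 8-cell replicate 2 (497 and 297) came near NC replicate 1 (514 and 326). The untreated and injected values were normalized apart, so these levels are descriptive. The knockdown libraries were nearer than the NC libraries to the untreated libraries, with a mean correlation of 0.8 to 0.853 against 0.726 to 0.763. Of the technical explanations, a difference in quantification between the 2 experiments stays open. It would move NC and knockdown alike, as the genome activation list did, and would not by itself part NC from knockdown. Across 10045 genes, NC replicate 1 minus the untreated 8-cell mean correlated by 0.594 with NC replicate 2 minus the knockdown mean. With the NC replicates exchanged the correlation was 0.546. NC embryos stand in both differences, which by itself raises these values. How far the knockdown changes follow the distance of NC from the untreated embryos therefore stays open. The lowest correlation of a knockdown library with the untreated 8-cell embryos was above the highest of an NC library by 0.0574. This gap restates the nearness of the knockdown libraries, so it decides nothing for the level of the list. Delayed development of the knockdown embryos would bring them nearer to the oocytes or 4-cell embryos than to the 8-cell embryos. Over the library pairs the gain in correlation for the earlier stages was at most -0.0019 beyond that for the 8-cell embryos. But the NC libraries, of 8-cell embryos, had higher mean correlations with the MII oocytes (0.763 and 0.735) than with the untreated 8-cell embryos (0.759 and 0.729). The measure does not place the stage of a library, so it decides nothing about a delay. Genome activation further on in the NC embryos stays open, since the values go both ways. The list stood 0.42 higher in NC than in the knockdown, at percentile 98.0 of matched random lists, and rose from the untreated 4- to the 8-cell stage by 0.79. The zygotic genes stood at -0.019 in NC against the knockdown, but at percentile 97.4 of matched random lists, whose median was -0.13. Their sign goes against an NC group further on, and their rank goes with it. Across all genes the knockdown log2 fold changes correlated by 0.116 with those from the 4- to the 8-cell stage, which goes against it. A high percentile is also not specific to activation. The maternal mRNAs stood at percentile 99.4 in NC against the knockdown with a median of -0.078. They stood 1.16 (NC) and 1.30 (knockdown) above the untreated 8-cell embryos, and the zygotic genes 0.21 and 0.15 above. Both lists were selected on the untreated libraries, the maternal mRNAs as low in the embryos and the zygotic genes as high at the 8-cell stage. Selection alone moves the former up and the latter down against other libraries, so this contrast decides nothing. The age of the embryos at collection, the study and the injection itself stay open and untested.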

How the results depend on the processing

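Of 119 single genes and families, 54 kept their direction and their side of the threshold under every alternative. Over their 1900 refits, 1700 were the same, 65 lost and 36 gained an adjusted p under 0.05 with the direction kept, 92 turned their sign and 7 moved. The 27 results that answer a comparison were the same in 381 of 517 refits. Of the rest 95 moved, 31 turned their sign and 10 passed the threshold where the value as reported did not. The direction of the cytosolic ribosomal protein genes in the knockdown was the same throughout, and their median ran from -1.16 to -0.87 over the alternatives and from -1.35 to -0.87 in the fits without 1 library. DESeq2 and edgeR were not run on the injected libraries, since their values are FPKM that do not step by whole reads. For the untreated libraries whole fragments were recovered, and limma voom was run on them, but DESeq2 and edgeR were not. Whether the paper's own method would give its stage counts from these fragments was therefore not tested. A filter on higher values leaves some low genes without a value, and these were not refitted.

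Among genes with a mean of at least 10 FPKM, the numbers of genes were 205 decreased at the 4-cell stage (551 as reported), 351 decreased at the 8-cell stage (740 as reported), 993 increased at the 4-cell stage (1518 as reported), 1004 increased at the 8-cell stage (1804 as reported), 397 maternal (889 as reported), 159 decreased at both stages (402 as reported), 96 M-decay (288 as reported), 301 Z-decay (601 as reported), 575 increased in the knockdown (1043 as reported), 837 decreased in the knockdown (1685 as reported), 60 maternal mRNAs increased in the knockdown (106 as reported), 46 maternal mRNAs decreased in the knockdown (135 as reported), 23 M-decay genes increased in the knockdown (42 as reported), 7 M-decay genes decreased in the knockdown (35 as reported), 37 Z-decay genes increased in the knockdown (64 as reported) and 39 Z-decay genes decreased in the knockdown (100 as reported). The median in the knockdown of M-decay genes passed an adjusted p of 0.05 at 0.45. The sign turned for mitochondrial ribosomal proteins (-0.22) at the 8-cell stage and lysosomal genes (0.091) and nucleoporin and nuclear transport genes (0.13) in the knockdown. The counts fell because fewer genes were tested, and for the signs and the median the cause was not tested. With all genes above 0 in the fit, the sign turned for zygotic genes (-0.015) in the knockdown. The cause was not tested.

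With median-ratio rescaling, the numbers of genes were 907 decreased at the 4-cell stage, 1168 decreased at the 8-cell stage, 934 increased at the 4-cell stage, 1128 increased at the 8-cell stage, 1422 maternal, 653 decreased at both stages, 488 M-decay, 934 Z-decay, 177 maternal mRNAs increased in the knockdown, 74 M-decay genes increased in the knockdown and 103 Z-decay genes increased in the knockdown. The median in the knockdown of M-decay genes passed an adjusted p of 0.05 at 0.29. The sign turned for *YTHDF1* (-0.033), *YTHDF3* (-0.10), *FTO* (-0.19), *ZC3H13* (-0.29), *CNOT6L* (-0.19), *CNOT8* (-0.30), mitochondrial ribosomal proteins (-0.19), proteasome subunits (-0.24) and splicing factors (-0.30) at the 8-cell stage, Z-decay genes (0.044) and zygotic genes (-0.080) in the knockdown and nucleoporin and nuclear transport genes (-0.043) at the 4-cell stage. Decreases were 49.3% of the calls at the 4-cell and 50.9% at the 8-cell stage, against 26.6% and 29.1% as reported. This rescaling lowers every fold change against the MII oocytes, since the median of all genes is set near 0. With quantile normalization, the numbers of genes were 927 decreased at the 4-cell stage, 1221 decreased at the 8-cell stage, 866 increased at the 4-cell stage, 1096 increased at the 8-cell stage, 1463 maternal, 685 decreased at both stages, 459 M-decay, 1004 Z-decay, 219 maternal mRNAs increased in the knockdown, 94 M-decay genes increased in the knockdown and 125 Z-decay genes increased in the knockdown. The median in the knockdown of M-decay genes passed an adjusted p of 0.05 at 0.42. The sign turned for *YTHDF1* (-0.089), *YTHDF3* (-0.15), *YTHDC2* (-0.021), *FTO* (-0.21), *ZC3H13* (-0.32), *CNOT2* (-0.043), *CNOT6L* (-0.27), *CNOT8* (-0.31), mitochondrial ribosomal proteins (-0.20), proteasome subunits (-0.26) and splicing factors (-0.31) at the 8-cell stage, Z-decay genes (0.094) and nucleoporin and nuclear transport genes (0.018) in the knockdown and splicing factors (-0.025) and nucleoporin and nuclear transport genes (-0.14) at the 4-cell stage. Decreases were 51.7% and 52.7% of the calls. For the lists in the knockdown the cause was not tested.

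The authors' size factors, chosen after seeing the data, act in the same way. With them, the numbers of genes were 914 decreased at the 4-cell stage, 1172 decreased at the 8-cell stage, 940 increased at the 4-cell stage, 1132 increased at the 8-cell stage, 1428 maternal, 658 decreased at both stages, 492 M-decay, 936 Z-decay, 183 maternal mRNAs increased in the knockdown, 75 M-decay genes increased in the knockdown and 108 Z-decay genes increased in the knockdown. The median in the knockdown of M-decay genes passed an adjusted p of 0.05 at 0.30. The sign turned for *YTHDF1* (-0.032), *YTHDF3* (-0.10), *FTO* (-0.20), *ZC3H13* (-0.29), *CNOT6L* (-0.19), *CNOT8* (-0.30), mitochondrial ribosomal proteins (-0.19), proteasome subunits (-0.24) and splicing factors (-0.30) at the 8-cell stage, Z-decay genes (0.048) and zygotic genes (-0.068) in the knockdown and nucleoporin and nuclear transport genes (-0.043) at the 4-cell stage. Decreases were 49.3% and 50.9% of the calls. With limma voom on the recovered fragments, also chosen after seeing the data, the numbers of genes were 1123 decreased at the 4-cell stage, 1384 decreased at the 8-cell stage, 1739 maternal, 768 decreased at both stages, 630 M-decay, 1109 Z-decay, 199 maternal mRNAs increased in the knockdown, 221 maternal mRNAs decreased in the knockdown, 86 M-decay genes increased in the knockdown, 113 Z-decay genes increased in the knockdown and 174 Z-decay genes decreased in the knockdown. The median in the knockdown of M-decay genes passed an adjusted p of 0.05 at 0.29. The sign turned for *YTHDF1* (-0.049), *YTHDF3* (-0.11), *FTO* (-0.31), *ZC3H13* (-0.31), *CNOT2* (-0.0011), *CNOT6L* (-0.20) and *CNOT8* (-0.30) at the 8-cell stage and Z-decay genes (0.026) and zygotic genes (-0.031) in the knockdown. Decreases were 47.7% and 49.5% of the calls. The cause was not tested.

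With the fragments on the shared genes as the library total, chosen after seeing the data, the numbers of genes were 1315 decreased at the 4-cell stage, 1450 decreased at the 8-cell stage, 633 increased at the 4-cell stage, 952 increased at the 8-cell stage, 1870 maternal, 895 decreased at both stages, 758 M-decay, 1112 Z-decay, 228 maternal mRNAs increased in the knockdown, 238 maternal mRNAs decreased in the knockdown, 110 M-decay genes increased in the knockdown, 59 M-decay genes decreased in the knockdown, 118 Z-decay genes increased in the knockdown and 179 Z-decay genes decreased in the knockdown. The median in the knockdown of M-decay genes passed an adjusted p of 0.05 at 0.30. The sign turned for *YTHDC2* (-0.058), translation initiation factors (-0.083), splicing factors (-0.18) and nucleoporin and nuclear transport genes (-0.28) at the 4-cell stage, *YTHDF1* (-0.18), *YTHDF3* (-0.25), *YTHDC2* (-0.088), *FTO* (-0.31), *ZC3H13* (-0.44), *CNOT2* (-0.15), *CNOT6L* (-0.35), *CNOT8* (-0.45), mitochondrial ribosomal proteins (-0.32), proteasome subunits (-0.39), translation initiation factors (-0.17), splicing factors (-0.45) and nucleoporin and nuclear transport genes (-0.019) at the 8-cell stage and Z-decay genes (0.0049) and zygotic genes (-0.11) in the knockdown. This total raises every value of the MII libraries against those of the embryos, which lowers all fold changes against them. For the lists in the knockdown the cause was not tested. Genes absent from a stage table set to 0, the last alternative chosen after seeing the data, moved no count past 1.5 times and turned no sign, and raised the genes increased to 1788 and 2105.

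With the adjusted p in the rule, the numbers of genes were 227 increased in the knockdown, 651 decreased in the knockdown, 29 maternal mRNAs increased in the knockdown, 54 maternal mRNAs decreased in the knockdown, 9 M-decay genes increased in the knockdown, 13 M-decay genes decreased in the knockdown, 20 Z-decay genes increased in the knockdown and 41 Z-decay genes decreased in the knockdown. The mean fold change was 3.43 for the genes increased and 0.266 for the genes decreased. The counts fell because the rule is stricter. With *k*-means clusters, the numbers of genes were 506 M-decay, 383 Z-decay, 68 M-decay genes increased in the knockdown, 73 M-decay genes decreased in the knockdown, 38 Z-decay genes increased in the knockdown and 62 Z-decay genes decreased in the knockdown. These follow from the longer M-decay list. With a pseudocount of 0.01, the mean fold change was 3.30 for the genes increased and 0.289 for the genes decreased. A smaller pseudocount widens the fold changes of low genes. The per-library expression on the log10 scale, lower in the embryos for the maternal mRNAs, was higher by 0.032 at the 4-cell and 0.12 at the 8-cell stage for the median over all genes (exact permutation p = 0.5 and 0.3), and by 0.16 and 0.13 for the mean over all genes on the linear scale. The maternal mRNAs were selected for their decrease, and all genes were not. The mean over all genes follows the share of the totals on the shared genes, and was 24.1 FPKM in the MII oocytes, 23.9 at the 4-cell and 22.3 at the 8-cell stage with the fragments on these genes as the library total, chosen after seeing the data.

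Replicate numbers are shared by the groups, but do not pair the libraries, since the correlation of residuals between libraries of the same number ran from -0.51 to 0.20 at the stages and was -0.15 in the knockdown. With replicate number as a block, 548 genes were decreased at the 4-cell and 739 at the 8-cell stage, and 1014 were increased and 1674 decreased in the knockdown. The zygotic genes turned to -0.0069 in the knockdown with the block, and the adjusted p of *YTHDF3* at the 4-cell stage, *ALKBH5* and *CNOT11* at the 8-cell stage, *KDM1A* from the 4- to the 8-cell stage, and *HDAC3* and *CNOT10* in the knockdown was no longer under 0.05.

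In leave-one-out fits, each without 1 library, these log2 fold changes turned their sign at the stages. They ran for *FTO* at the 8-cell stage from -0.13 to 0.26 (-0.13 without MII replicate 1, -0.0050 without MII replicate 3, -0.11 without 8-cell replicate 1), for *CNOT4* at the 8-cell stage from -0.11 to 0.040 (0.033 without MII replicate 1, 0.040 without 8-cell replicate 2), for mitochondrial ribosomal proteins at the 8-cell stage from -0.14 to 0.36 (-0.12 without MII replicate 1, -0.14 without 8-cell replicate 1), for proteasome subunits at the 8-cell stage from -0.089 to 0.26 (-0.089 without MII replicate 1, -0.043 without MII replicate 3, -0.045 without 8-cell replicate 1), for *CNOT8* at the 8-cell stage from -0.059 to 0.29 (-0.059 without MII replicate 3, -0.054 without 8-cell replicate 1, -0.017 without 8-cell replicate 3), for splicing factors at the 8-cell stage from -0.11 to 0.25 (-0.014 without MII replicate 3, -0.11 without 8-cell replicate 1), for *YTHDC2* from the 4- to the 8-cell stage from -0.18 to 0.21 (0.11 without 4-cell replicate 1, 0.21 without 8-cell replicate 1), for *ZC3H13* at the 8-cell stage from -0.17 to 0.23 (-0.17 without 8-cell replicate 1), for *YTHDC1* from the 4- to the 8-cell stage from -0.53 to 0.014 (0.014 without 8-cell replicate 1), for *CNOT10* at the 8-cell stage from -0.30 to 0.096 (0.096 without 8-cell replicate 2). The cause was not tested.

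Leave-one-out fits that kept the direction lost an adjusted p under 0.05 for *YTHDF1* at the 4-cell stage (1.09 without MII replicate 1), *YTHDF3* at the 4-cell stage (0.61 without MII replicate 1, 0.56 without MII replicate 2, 0.47 without MII replicate 3, 0.60 without 4-cell replicate 1, 0.48 without 4-cell replicate 2, 0.56 without 4-cell replicate 3, 0.55 without 8-cell replicate 3), *ALKBH5* at the 8-cell stage (1.64 without MII replicate 1, 1.59 without MII replicate 3, 1.72 without 4-cell replicate 1, 1.19 without 8-cell replicate 1, 1.76 without 8-cell replicate 3), *CNOT11* at the 8-cell stage (-0.81 without MII replicate 1, -0.66 without MII replicate 3, -0.61 without 8-cell replicate 2, -0.79 without 8-cell replicate 3), mitochondrial ribosomal proteins at the 8-cell stage (0.36 without MII replicate 2), *KDM1A* from the 4- to the 8-cell stage (-1.28 without 4-cell replicate 1) and *YTHDF2* from the 4- to the 8-cell stage (1.11 without 4-cell replicate 3, 1.33 without 8-cell replicate 3). They gained it for *METTL14* at the 8-cell stage (0.90 without MII replicate 2), *METTL3* at the 4-cell stage (-1.18 without 4-cell replicate 2) and splicing factors at the 8-cell stage (0.25 without 8-cell replicate 2). Each has fewer libraries, which raises p by itself where a call was lost, and for the gains the cause was not tested.

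In the knockdown a fit without 1 of the injected libraries leaves a group of 1, so only values are given, and the lists also change when an untreated library is left out, where the test remains. Leave-one-out values ran for maternal mRNAs from -0.031 to 0.18 (-0.018 without MII replicate 1, -0.031 without MII replicate 3, -0.028 without NC replicate 2), for zygotic genes from -0.13 to 0.22 (-0.011 without MII replicate 1, -0.047 without MII replicate 2, -0.047 without MII replicate 3, -0.047 without 4-cell replicate 1, -0.062 without 8-cell replicate 1, 0.22 without 8-cell replicate 2, -0.0084 without 8-cell replicate 3, -0.13 without NC replicate 2, -0.060 without YTHDF2 siRNA replicate 1), for M-decay genes from 0.068 to 0.39 (0.29 without MII replicate 2, 0.30 without 4-cell replicate 2, 0.36 without 8-cell replicate 2), for Z-decay genes from -0.12 to 0.11 (0.029 without MII replicate 2, 0.11 without 8-cell replicate 1, 0.0023 without 8-cell replicate 3, 0.071 without NC replicate 1, 0.0060 without YTHDF2 siRNA replicate 1), for M-decay genes increased in the knockdown from 36 to 70 (70 without 4-cell replicate 2), for *METTL3* in the knockdown from -0.39 to 0.32 (0.30 without NC replicate 1, 0.32 without YTHDF2 siRNA replicate 1), for *METTL14* in the knockdown from -0.40 to 0.74 (-0.13 without NC replicate 1, -0.40 without YTHDF2 siRNA replicate 2), for *KDM3A* in the knockdown from -0.40 to 0.34 (0.34 without NC replicate 1, 0.10 without YTHDF2 siRNA replicate 1), for nucleoporin and nuclear transport genes in the knockdown from -0.14 to 0.062 (0.062 without NC replicate 1), for *ZC3H13* in the knockdown from -0.26 to 0.39 (-0.15 without NC replicate 2, -0.26 without YTHDF2 siRNA replicate 1), for *CNOT3* in the knockdown from -0.033 to 1.09 (-0.033 without YTHDF2 siRNA replicate 1), for lysosomal genes in the knockdown from -0.33 to 0.049 (0.049 without YTHDF2 siRNA replicate 1), for cytosolic ribosomal protein genes from -1.35 to -0.87 (-0.87 without YTHDF2 siRNA replicate 2), for mean fold change of genes decreased in the knockdown from 0.315 to 0.433 (0.433 without YTHDF2 siRNA replicate 2). Of these, the median of M-decay genes without MII replicate 2 (0.043), M-decay genes without 4-cell replicate 2 (0.0069), M-decay genes without 8-cell replicate 2 (0.0091) and zygotic genes without 8-cell replicate 2 (0.0091) passed a camera adjusted p of 0.05. The cause was not tested. A depth could not be recovered for the injected libraries, which limits what can be said of their low genes.

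With the sign kept, leaving out 1 library moved 13 log2 fold changes of named genes at the stages and 19 in the knockdown by more than 1.5 times, some up and some down, and medians of families. At the stages they include *METTL3* at the 4-cell stage (-0.93 as reported, -0.59 without 4-cell replicate 1), *METTL3* at the 8-cell stage (-0.78 as reported, -0.52 without 8-cell replicate 2), *METTL14* at the 8-cell stage (0.61 as reported, 0.37 without MII replicate 3), *WTAP* at the 8-cell stage (-0.19 as reported, -0.30 without MII replicate 3, -0.32 without 8-cell replicate 1, -0.12 without 8-cell replicate 2), nucleoporin and nuclear transport genes at the 4-cell stage (0.22 as reported, 0.37 without 4-cell replicate 1, 0.15 without 4-cell replicate 2) and nucleoporin and nuclear transport genes at the 8-cell stage (0.38 as reported, 0.16 without 8-cell replicate 1, 0.60 without 8-cell replicate 2). In the knockdown they include *DNMT3A* (0.93 as reported, 0.55 without YTHDF2 siRNA replicate 1), *UHRF1* (0.88 as reported, 0.56 without NC replicate 2), *ZP3* (1.36 as reported, 0.85 without NC replicate 2), *CNOT1* (-0.47 as reported, -0.79 without YTHDF2 siRNA replicate 1, -0.16 without YTHDF2 siRNA replicate 2), *CNOT11* (-0.39 as reported, -0.23 without YTHDF2 siRNA replicate 1), *DCP2* (-0.93 as reported, -0.53 without NC replicate 2), *C5H12orf75* (2.47 as reported, 1.48 without NC replicate 1), RNA polymerase subunits (-0.51 as reported, -0.94 without YTHDF2 siRNA replicate 1) and complex I subunits (-0.89 as reported, -0.52 without NC replicate 1). The cause was not tested.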

Differences from the paper's values

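Each value is given first as computed here from the deposited FPKM with limma, then as the paper's. Genes decreased against the MII oocytes numbered 551 at the 4-cell stage against the paper's 2304, and 740 at the 8-cell stage against the paper's 2403. At both stages 402 genes were decreased against the paper's 1345, and 889 were maternal mRNAs against the paper's 3362. M-decay genes numbered 288 against the paper's 1961. The sentence of the paper on 2304 and 2403 genes gives no direction. They are taken here as decreased, since all 1999 genes in the copy of Supplementary Table S3 lie below the MII oocytes at the 4-cell stage in its own values (1794 of them at the 8-cell stage), and the 2 counts, less the 1345 genes of both, make the 3362 genes that the paper describes as decaying. Genes called in either direction numbered 2069 and 2544, within 1.5 times of the paper's counts. For the counts of decreased genes none of the alternatives set before the data were examined closed the gap. The 4 alternatives chosen after seeing the values did not close it either, the highest being 1315 and 1450 genes decreased at the 4- and 8-cell stages, 895 at both, 1870 at either and 758 M-decay genes, with the fragments on the shared genes as the library total. Z-decay genes numbered 601 against the paper's 1401. Of the alternatives set before the data were examined, median-ratio rescaling (934) and quantile normalization (1004) fell within 1.5 times of the paper's count and the others did not. Of those chosen after seeing the values, the authors' size factors gave 936, limma voom 1109 and the fragments on the shared genes 1112.

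In the knockdown, 1043 genes were increased against the paper's 1944, and 1685 were decreased against the paper's 2771. The mean fold change of the increased genes was 2.56 against the paper's 6.57. Maternal mRNAs increased in the knockdown numbered 106 against the paper's 493, and those decreased 135 against the paper's 574. For M-decay genes the counts were 42 increased against the paper's 304 and 35 decreased against the paper's 320. None of the alternatives set before the data were examined closed these gaps, nor did those chosen after seeing the values. Z-decay genes increased in the knockdown numbered 64 against the paper's 187, a gap that quantile normalization closed (125) and the other alternatives set before the data were examined did not. Those decreased numbered 100 against the paper's 260, where none of the alternatives set before the data were examined closed the gap, and limma voom (174) and the fragments on the shared genes (179), both chosen after seeing the values, did.

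The paper states that the average FPKM of the samples fell at the 4- and 8-cell stages. The median over the maternal mRNAs fell from 13.9 to 5.27 and 4.05 FPKM, and the mean over all genes went from 15.9 to 23.1 and 21.3 FPKM. The latter follows the share of the totals on the shared genes, since it went from 24.1 to 23.9 and 22.3 with the fragments on these genes as the library total, chosen after seeing the values. The median over all genes was higher by 0.032 and 0.12 on the log10 scale (exact permutation p = 0.5 and 0.3), which decides neither way. The paper lists *METTL14* as increased at the 8-cell stage, where the log2 fold change was 0.61 with an adjusted p of 0.083, and called without MII replicate 2 (0.90). It lists *METTL14*, *YTHDF1* and *YTHDF3* as lower at the 8-cell than at the 4-cell stage, where the log2 fold changes were -0.67, -0.87 and -0.30, all lower, with adjusted p of 0.14, 0.093 and 0.33 and no alternative under 0.05. *METTL3* and *WTAP*, significantly decreased at both stages in the paper, had adjusted p of 0.076 and 0.12, and of 0.18 and 0.50. Median-ratio rescaling and quantile normalization called *METTL3* at both stages and *WTAP* at the 4-cell stage, and quantile normalization called *WTAP* at the 8-cell stage. So did, chosen after seeing the values, the fragments on the shared genes for both genes and stages, and the authors' size factors and limma voom for *METTL3* at both stages and *WTAP* at the 4-cell stage. Without 4-cell replicate 2, *METTL3* was called at the 4-cell stage. *ZC3H13*, significantly decreased at the 4-cell stage in the paper, had a log2 fold change of -0.098 and was called by no alternative. *YTHDC1* is given as higher at the 8-cell than at the 4-cell stage, where it was lower by -0.33, and 0.014 without 8-cell replicate 1. For *YTHDC2*, given as highest at the 8-cell stage, the log2 fold change was 0.37 against the MII oocytes and -0.044 against the 4-cell stage, where it turned to 0.11 without 4-cell replicate 1 and 0.21 without 8-cell replicate 1. *CNOT2* and *DCP2*, increased at the 8-cell stage in the paper, had adjusted p of 0.11 and 0.057, with no alternative under 0.05. *CNOT2* turned to -0.043 with quantile normalization. By the unadjusted limma p, which the paper's rule uses, *METTL14* at the 8-cell stage (p = 0.036), *METTL3* at the 4-cell stage (0.028), *DCP2* (0.022), and *METTL14* and *YTHDF1* from the 4- to the 8-cell stage (0.025 and 0.013) were under 0.05, none of them past 2-fold.

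The paper names the spliceosome and RNA transport among the terms enriched at the stages. Splicing factors had camera adjusted p of 0.76 and 0.068 and passed 0.05 at the 8-cell stage without 8-cell replicate 2 (0.025) and with genes absent from a stage table set to 0 (0.035), an alternative chosen after seeing the values. Nucleoporin and nuclear transport genes had 0.96 and 0.83. For lysosome and RNA transport, enriched among the genes decreased in the knockdown in the paper, the lysosomal and the nucleoporin and nuclear transport genes had camera adjusted p of 0.44 and 0.77. These measures are unlike, here and at the stages. Camera tested a shift of families given by symbol, which need not cover a whole KEGG term. The paper tested the enrichment of terms among its called genes, which was not done here, so these values do not speak against it. More M-decay genes were decreased than increased in the knockdown in the paper, and fewer here, apart from 2 alternatives set before the data were examined, *k*-means with 2 clusters (73 and 68) and the adjusted p in the rule (13 and 9). Of the maternal factors the paper lists as changed in the knockdown, all tested moved the way it states. By the paper's rule of an unadjusted p and 2-fold, *HDAC3*, *NPM2*, *ZP3*, *DNMT3B*, *KDM1B*, *BMP6* and *HDAC1* passed, and *DNMT3A*, *KDM3B*, *KDM4B*, *UHRF1*, *UHRF2*, *KDM5B* and *KDM1A* did not. An adjusted p of 0.05 was passed by *HDAC3* alone. The simulation of this design gave no adjusted calls, but it changed 200 of 11004 genes. The real fit gave 878 adjusted calls, so the simulation does not give the power here. *NPM2* and *ZP3* passed among genes with a mean of at least 10 FPKM, and *KDM1B* and *UHRF2* with all 13 libraries in 1 fit. *BMP6*, *DNMT3A*, *KDM3B*, *KDM4B*, *UHRF1*, *HDAC1*, *KDM5B* and *KDM1A* passed under no alternative, and *GDF6* was not tested. *CNOT1*, *CNOT11*, *DCP1A*, *DCP2* and *CNOT6L* also moved the way the paper states. By the paper's rule *DCP1A* (unadjusted limma p = 0.016) and *CNOT10* passed, *DCP2* (0.045) and *CNOT6L* (0.046) were under 0.05 below 2-fold, and *CNOT1* (0.27) and *CNOT11* (0.36) were not. The adjusted p of the 5 genes ran from 0.096 to 0.55. *DCP1A* and *CNOT6L* passed with all 13 libraries in 1 fit.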

Other observations

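The tests of the M-decay and Z-decay genes, the direction asked of the test of the 10 largest genes, the lists drawn from the genes of both experiments, and the lists drawn after removal of the length trend were chosen only after the result was seen.

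A delay of development would make the knockdown log2 fold changes the opposite of those from the 4- to the 8-cell stage. Across 8348 genes tested in both experiments their correlation was 0.116 (0.0264 to 0.190 over the pairs of an NC and a knockdown library), so delayed development of the knockdown embryos, as a cause across all genes, is not borne out. The correlation was -0.00067 with the change from MII to 4-cell and 0.0705 with that from MII to 8-cell.

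Impaired clearance would leave maternal mRNAs higher in the knockdown embryos. The median log2 fold change of the maternal list was 0.054, at percentile 96.5 of matched lists from all tested genes, but at 1.3 of lists from the genes tested in both experiments. After removal of the length trend it stood at percentile 97.3 of lists from the latter and above 100% of lists from all genes with a length. For the M-decay genes the same 4 backgrounds gave percentiles 99.97, 93.7, 99.6 and 99.99, and for the Z-decay genes 27.4, 0.01, 28 and 95.3. The maternal and the Z-decay list move from the low to the high side with the background. The M-decay list stood on the high side throughout, above the range that holds 95% of random lists for 3 of the 4 backgrounds, but its median ran from -0.17 to 0.56 over the pairs of libraries. For none of the 3 lists do all backgrounds decide alike, so impaired clearance and no effect cannot be told apart. The Z-decay median is also near 0, with 48.7% of its genes above 0. The zygotic genes stood at 79.4, 7.8, 22.0 and 80.9. Genes of both experiments are longer, with a median of 2827 bases against 1520 for maternal mRNAs, 1881 for M-decay, 1292 for Z-decay and 1925 for zygotic genes. Gene length bias as the source of a maternal median above 0 is argued against, since the median was 0.19 after the length trend was removed. The 10 largest genes took more of the summed FPKM in the knockdown (21.2 and 25.7%) than in NC (14.9 and 18.5%). Leaving them out of the totals moved all other genes alike, up by 0.12 on the log2 scale, which cannot change the place of the list among them, so the test of a few genes taking most of the fragments decides nothing for this list.

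The decrease of cytosolic ribosomal protein genes in the knockdown was weighed against the same technical explanations. The rank correlation of length and log2 fold change was 0.151, and after removal of the length trend the median was -0.76 (camera adjusted p = 9.7e-09), so gene length bias cannot be its whole cause. The move of 0.12 from the 10 largest genes is 10.6% of the family's median, too small for it. The stage comparison has the same feature. There, the smaller of the ribosomal protein and complex I medians at the 8-cell stage was -0.39 after the length trend was removed (camera adjusted p = 0.046), against -0.75 before, so a part of that decrease goes with length. A lower share of ribosomal protein mRNAs in the knockdown may be biological, but it was found and tested on the same 4 libraries, and library depth, which could not be recovered, stays open. Neither fry nor the estimated correlation gave any family an adjusted p under 0.05.

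Oocyte libraries can carry RNA of cumulus cells. Of 27 cumulus genes 11 were measured, and the list stood at percentiles 30.8, 27.7 and 57.8 of matched random lists in MII replicates 1, 2 and 3, against the other replicates. Cumulus cell RNA in the oocyte libraries stays open as a cause of differences between these libraries. The list as a whole was at most at percentile 57.8, but a small share of cumulus RNA need not show in genes that the oocyte libraries hold at a high level. The most abundant of its genes measured 29.5, 34 and 29.1 FPKM (*STAR*), 16.1, 14.9 and 15.2 (*VCAN*) and 15.7, 13.2 and 12.8 (*FN1*). *TIMP1* (1.44, 1.10 and 83.3) and *TNFAIP6* (1.25, 0.782 and 19.3), low in the other 2 libraries, stood out in replicate 3 alone. *LGALS1* (2.51, 4.60 and 1.96), *SPARC* (0.815, 4.94 and 1.71) and *COL1A2* (1.87, 1.89 and 2.05) were also low and did not. Nor did *LUM* (2.06, 1.80 and 1.43) and *S100A10* (0.554, 2.60 and 2.09), so the low genes go both ways. A list of 14 oocyte genes, 11 measured, stood at percentiles 0.01, 100 and 2.48, with medians of -0.28, 0.66 and -0.19. No biological explanation of this difference was tested.

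The paper measures m6A-related genes in the knockdown by qPCR. In the RNA-seq libraries, of the 10 tested, *YTHDF2* alone passed an adjusted p of 0.05 over all genes, and *ALKBH5* (log2 fold change 1.33, adjusted p = 0.061) passed as well when adjusted over the list alone. *YTHDF1* (0.55), *YTHDC2* (0.34) and *WTAP* (0.45) were higher and *YTHDC1* (-1.03, adjusted p = 0.13) and *YTHDF3* (-0.65) lower. In fits without 1 library *YTHDF3* ran from -1.14 to -0.15 and *YTHDC2* from 0.099 to 0.58. *METTL14* (0.17), *METTL3* (-0.039) and *ZC3H13* (0.067) changed sign when 1 library was left out, their values running from -0.40 to 0.74, from -0.39 to 0.32 and from -0.26 to 0.39. *YTHDF2* itself measured 112 and 159 FPKM in the NC libraries against 10.8 to 16.7 in the untreated 8-cell libraries, which were normalized apart.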
